# Substrate Stiffness Modulates the Growth, Phenotype, and Chemoresistance of Ovarian Cancer Cells

**DOI:** 10.3389/fcell.2021.718834

**Published:** 2021-08-24

**Authors:** Yali Fan, Quanmei Sun, Xia Li, Jiantao Feng, Zhuo Ao, Xiang Li, Jiandong Wang

**Keywords:** ovarian cancer, substrate stiffness, Yes-associated protein, epithelial-mesenchymal transition, chemoresistance

## Abstract

Mechanical factors in the tumor microenvironment play an important role in response to a variety of cellular activities in cancer cells. Here, we utilized polyacrylamide hydrogels with varying physical parameters simulating tumor and metastatic target tissues to investigate the effect of substrate stiffness on the growth, phenotype, and chemotherapeutic response of ovarian cancer cells (OCCs). We found that increasing the substrate stiffness promoted the proliferation of SKOV-3 cells, an OCC cell line. This proliferation coincided with the nuclear translocation of the oncogene Yes-associated protein. Additionally, we found that substrate softening promoted elements of epithelial-mesenchymal transition (EMT), including mesenchymal cell shape changes, increase in vimentin expression, and decrease in E-cadherin and β-catenin expression. Growing evidence demonstrates that apart from contributing to cancer initiation and progression, EMT can promote chemotherapy resistance in ovarian cancer cells. Furthermore, we evaluated tumor response to standard chemotherapeutic drugs (cisplatin and paclitaxel) and found antiproliferation effects to be directly proportional to the stiffness of the substrate. Nanomechanical studies based on atomic force microscopy (AFM) have revealed that chemosensitivity and chemoresistance are related to cellular mechanical properties. The results of cellular elastic modulus measurements determined by AFM demonstrated that Young’s modulus of SKOV-3 cells grown on soft substrates was less than that of cells grown on stiff substrates. Gene expression analysis of SKOV-3 cells showed that mRNA expression can be greatly affected by substrate stiffness. Finally, immunocytochemistry analyses revealed an increase in multidrug resistance proteins, namely, ATP binding cassette subfamily B member 1 and member 4 (ABCB1 and ABCB4), in the cells grown on the soft gel resulting in resistance to chemotherapeutic drugs. In conclusion, our study may help in identification of effective targets for cancer therapy and improve our understanding of the mechanisms of cancer progression and chemoresistance.

## Introduction

Epithelial ovarian cancer (EOC) is the leading cause of death among gynecological malignancies (Walker et al., 2015). This poor prognosis is mainly because most patients are diagnosed at a late stage and have drug resistance. The standard treatment of EOC is the surgical removal of the tumor tissue followed by chemotherapy. Cisplatin and paclitaxel represent the two most widely used first-line agents for EOC. Most EOC patients are chemotherapy-sensitive; however, 15% experience primary platinum resistance (Jemal et al., 2010). Many patients also experience cancer recurrence within 2 years of initial treatment due to acquired resistance to platinum-based chemotherapy. Five-year survival is only 30% in advanced EOC (Mor and Alvero, 2013). Chemotherapy resistance is considered to be a major obstacle to the successful treatment of EOC. This highlights the need to elucidate mechanisms that drive cancer progression and resistance and to develop therapeutic strategies for drug-resistant relapses.

The role of tissue stiffness has been explored in various human cancers. Many factors promote tumor tissue stiffening, including extracellular matrix (ECM) remodeling and an increase in the interstitial pressure due to tumor growth and chaotic microvasculature (Erkan et al., 2012). ECM is primarily composed of collagen and fibrous proteins, proteoglycans. ECM stiffening in tumors is caused by the reorganization of the stroma by the excessive activation of ECM enzymes and proteins that covalently cross-link collagen fibers and other ECM components (Levental et al., 2009). Cells sense and respond to the mechanical properties of the ECM through mechanocellular systems, including focal adhesion complexes, integrins, the actin cytoskeleton, and associated molecular motors. Recent reports indicate that mechanical forces are also directly transmitted from the ECM to the nucleus by the physical anchoring of the cytoskeleton to the nuclear lamina (Tajik et al., 2016). The Hippo pathway effector protein Yes-associated protein (YAP) is a well-known intracellular transducer of mechanical stimuli (Dupont et al., 2011). Studies have shown that the Hippo pathway and YAP not only respond to mechanical cues but are also important mediators of cellular responses to these stimuli (Dupont et al., 2011; Aragona et al., 2013). In addition to providing structural support, the ECM can regulate cellular behavior. Recently, studies have reported that the stiffness of the ECM plays a pivotal role in tumor initiation, progression, metastasis, and therapeutic efficacy (Sethi et al., 1999; Feng et al., 2013; Liu et al., 2016).

Cancer cells gain chemoresistance through a variety of mechanisms. Apart from intrinsic resistance factors (Galluzzi et al., 2012), tumor chemoresistance is also affected by the biochemical and physical properties of the tumor microenvironment (TME) (Ostman, 2012; Kharaishvili et al., 2014; Wu et al., 2021). The physical components of the TME, such as high interstitial fluid pressure and densely packed cells, hinder drug delivery (Correia and Bissell, 2012). Cancer cells can acquire chemoresistance via cell-cell and cell-ECM interactions (Landowski et al., 2003). When a cancer cell comes into close contact with the stromal cells or ECM, adhesion induces the production of pro- and anti-apoptotic molecules (Hazlehurst et al., 2000, 2007). Mounting evidence suggests that not only the composition of the ECM but also its stiffness can significantly affect chemoresistance (Schrader et al., 2011; Liu et al., 2015). Drug resistance arises from multiple mechanisms, such as drug target mutations, drug metabolism, drug efflux, etc. Recently, epithelial-mesenchymal transition (EMT) has received increasing attention for its role in cancer drug resistance. Several studies show that cancer cells resistant to cisplatin and/or paclitaxel had acquired a mesenchymal phenotype (Kajiyama et al., 2007; Yang et al., 2014), which points to EMT as a possible driver of resistance.

Instead of the classic patterns of metastasis via the hematogenous route and extravasation at a distal site, ovarian cancer cells (OCCs) often metastasize through the intraperitoneal fluid to the omentum, retroperitoneal lymph nodes, and even to the parenchyma of the liver or lungs. The prognosis of patients with EOC is most likely related to the degree of peritoneal dissemination. The omentum, which is one of the most frequent sites of ovarian cancer metastasis, is predominantly composed of adipose tissue. Adipocytes are the key components of ovarian cancer TME and have been shown to stimulate the migration of OCCs toward omentum through secreted cytokines such as IL-8 (Nieman et al., 2011). Omental adipocytes also have been shown to produce fatty acids, which can be used as an energy source, to support OCCs proliferation. Adipocytes also influence OCC chemoresistance. Activated Akt enhances the survival of OCCs and promotes the chemoresistance through attenuating p53 proapoptotic signaling (Yang et al., 2006; Fraser et al., 2008). Studies have demonstrated that adipocyte-secreted arachidonic acid (AA) acts directly on OCCs to activate AKT and inhibit cisplatin-induced apoptosis (Yang et al., 2019). Currently, there is a gap in our understanding of the effects of substrate stiffness on OCC chemoresistance and the driving mechanisms that underlie it. In the present study, we utilized a collagen-coated polyacrylamide hydrogel system with elastic properties that mimic those of tumor, and metastatic target tissues for OCC dissemination, to investigate the role of substrate stiffness in OCC growth and chemotherapeutic response.

## Materials and Methods

### Cell Culture

The EOC cell line, SKOV-3 (American Type Culture Collection [ATCC]) was cultured in RPMI-1640 media (Gibco, Waltham, MA, United States) supplemented with 10% fetal bovine serum (Corning, New York, NY, United States), 100 U mL^–1^ penicillin, and 100 mg mL^–1^ streptomycin (all from Hyclone, Logan, UT, United States) in a humidified incubator at 37°C with 5% CO_2_.

### Proliferation and Cytotoxicity Analysis

For proliferation analysis, the OCCs were seeded in 24-well culture plates, coated with hydrogel substrates of different stiffness (Matrigen, United States), at a concentration of 2,500 cells/cm^2^, and cultured for 6 days. Cell viability was determined once every 24 h. For cytotoxicity analysis, SKOV-3 cells were seeded in 96-well culture plates, coated with hydrogel substrates of different stiffness (Matrigen, United States), at a concentration of 4 × 10^3^ cells/well for 24 h. The cells were then treated with varying concentrations of paclitaxel (Sigma, United States) or cisplatin (Tokyo Chemical Industry, Japan) for 48 h. The concentrations of paclitaxel were 0, 10^–4^, 10^–3^, 10^–2^, 10^–1^, 1 μg/mL. The concentration of cisplatin were 0, 10^–2^, 10^–1^, 1, 5, and 10 μM. After discarding the supernatant, Cell Counting Kit-8^TM^ (CCK-8) (DOJINDO, Japan) working solution was added to each well and incubated for 3 h at 37°C. The absorbances at 450 nm were read using a spectrophotometer (NanoDrop, ND-100, United States). Each experiment was repeated three times to assess for the consistency of the results.

### Environmental Scanning Electron Microscopy

The SKOV-3 cells were cultured on small circular glass sheets coated with hydrogel substrates of different stiffness (Matrigen, United States). The cells were cultured in this environment for three days. Next, the cells were washed with phosphate-buffered saline (PBS) three times and fixed using 2.5% glutaraldehyde for 30 min at 25°C. The cells were then again washed with PBS three times. Next, the cells were dehydrated using 30, 50, 70, 85, 95, and 100% ethanol for 15 min each time. A carbon dioxide critical point dryer was used to replace the ethanol in the sample for drying. Finally, the cells were imaged using the low vacuum mode of the environmental scanning electron microscope (Quanta 200 FEG, FEI, United States).

### Immunofluorescence Staining

The SKOV-3 cells were seeded on small circular glass sheets, coated with hydrogel substrates of different stiffness (Matrigen, United States) and were cultured for 48 h. The cells were washed with PBS three times and then were fixed using 4% paraformaldehyde solution for 30 min. After washing with PBS three times, the cells were treated with the 2.5% Triton-X^TM^ for 30 min. The cells were blocked with 3% bovine serum albumin (BSA) (Solarbio, China) and were incubated with a 1:100 dilution of primary antibody against α-tubulin (DM1A-3873s, Cell Signaling Technology, United States), paxillin (sc-365379, Santa Cruz, United States), vimentin (sc-6260, Santa Cruz), E-cadherin (sc-21791, Santa Cruz), β-catenin (sc-7963, Santa Cruz), YAP (sc-101199, Santa Cruz) overnight at 4°C. The cells were then washed with PBS three times and incubated with a secondary antibody (ab150113, Abcam, United Kingdom) for 1 h. 4′,6-diamidino-2-phenylindole (DAPI) (Cell Signaling Technology), which was diluted with PBS to 1 μg/mL, was added and incubate for 5 min, then washed with PBS three times. Finally, images were acquired using a laser scanning confocal microscope (UltraVIEW VoX; PerkinElmer, United States).

### Western Immunoblotting

The SKOV-3 cells were seeded in 6-well culture plates, coated with hydrogel substrates of different stiffness (Matrigen, United States), at a concentration of 2.5 × 10^5^ cells per well and were cultured for 72 h. Cell lysates were prepared in radioimmunoprecipitation assay (RIPA) buffer plus PhosStop^TM^ (Biorigin, BN25015). Equal amounts of protein were separated by gel electrophoresis and transferred onto a polyvinylidene fluoride (PVDF) (Merck Millipore Ltd., Tullagreen, Carrigtwohill) membrane. The membrane was blocked with 5% non-fat dry milk and then incubated with a 1:1,500 dilution of primary antibody against α-tubulin (DM1A-3873s, Cell Signaling Technology), paxillin (D9G12-12065, Cell Signaling Technology), vimentin (D21H3-5741, Cell Signaling Technology), E-cadherin (24E10-3195, Cell Signaling Technology), β-catenin (D10A8-8480, Cell Signaling Technology), YAP (sc-101199, Santa Cruz), ABCB1 (ABP59326, Abbkine), or ABCB4 (ABP59247, Abbkine) overnight at 4°C. The membrane was then washed and incubated with a secondary peroxidase-conjugated antibody (ab-150077 or ab150113, Abcam) for 1 h after washing. Antibody binding was detected using an enhanced chemiluminescence detection buffer from Alpha Innotech Imaging System (San Leandro, CA, United States). ImageJ software (Fiji-win64) was used to analyze the data. Each experiment was repeated three times to assess for consistency of results.

### Atomic Force Microscopy

The SKOV-3 cells were seeded in Petri dishes, coated with hydrogel substrates of different stiffness (Matrigen, United States) for 3 days. To probe the nanomechanical properties of the cells, we employed an AFM instrument (5,500; Keysight, Santa Rosa, CA, United States) combined with an inverted microscope (TE2000U; Nikon, Tokyo, Japan). As the 0.5 kPa hydrogel was too soft for AFM experiments, we instead used hydrogels with stiffness values of 4, 25, and 50 kPa for this test. Each cell was probed by recording the approach part of the force-distance curve at the central region of the cytoplasm with a frequency of 1 Hz. According to our previous method (Shi et al., 2010), silica microspheres (Thermo Fisher Scientific, United States) with a diameter of approximately 10 μm were attached to the tipless cantilever with a typical spring constant (k) of about 0.2 Nm^–1^ (TL-CONT, NANOSENSORS, Neuchatel, Switzerland). The force-distance curves were converted into force-indentation curves and fitted to the spherical Hertz model to calculate Young’s modulus of the cells. Before AFM indention testing, the spring constant of the cantilever was determined using the thermal tune method. According to the slope of the force-distance curves acquired on the glass substrate, the deflection sensitivity of the cantilever was measured in the fluid.

### mRNA Expression Analysis

High throughput sequencing was used to identify significant differences in gene expression in the cells grown on different substrates. The total RNA from each sample was isolated using TRIzol^®^ reagent (Merk, Darmstadt, Germany). The triplicate samples of all assays were constructed an independent library. TruSeq RNA Sample Prep Kit (Illumina, FC-122-1001) was used with 1 μg of total RNA for the construction of sequencing libraries. NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module kit was used to enrich the poly (A) tailed mRNA molecules from 1 μg total RNA. The gene expression analysis were performed to analyze the differentia expression genes (DEGs) between samples. Next, pathway analysis was applied to determine the significant pathways of the differential genes using the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database. The *P*-values for the pathways of all the differential genes were calculated. *P*-value were used to carry out significance analysis. Parameters for classifying significantly DEGs are ≥ 2-fold differences (|log2FC| ≥ 1, FC: the fold change of expressions) in the transcript abundance and *P* < 0.05.

### Statistics Analysis

Origin Pro (version 8.5, OriginLab Corporation, Northampton, MA, United States) was used to perform statistical analysis with a one-way analysis of variance (ANOVA). A two-sample *t*-*t*est was used to determine statistical significance. Differences with a *p*-value below 0.05 were considered statistically significant for all experiments unless otherwise specified.

## Results

### Substrate Stiffness Influences the OCC Proliferation

The most common sites of metastasis for OCCs are the peritoneum, lymph nodes, lungs, and liver. According to previous reports, hydrogels with stiffness of 0.5, 4, and 25 kPa are equivalent to the stiffness of lymph nodes, peritoneum, and tumor tissues (Levental et al., 2007; McKenzie et al., 2018). Growth profiles of SKOV-3 cells cultured on different substrates were plotted by calculating cell numbers in 24 h intervals for 6 days. The SKOV-3 cells in the 0.5, 4, and 25 kPa hydrogels entered the logarithmic growth phase at the 5th, 4th, and 4th day, respectively (Figure 1A). The doubling time (Td) results based on 72 h cultures showed that the SKOV-3 cells in the 0.5, 4, and 25 kPa hydrogel substrates had a Td of 56.58, 42.05, and 31.05 h, respectively (Figure 1B). These results indicated that the proliferation rate of SKOV-3 cells was increased when on a more rigid substrate.

**FIGURE 1:**
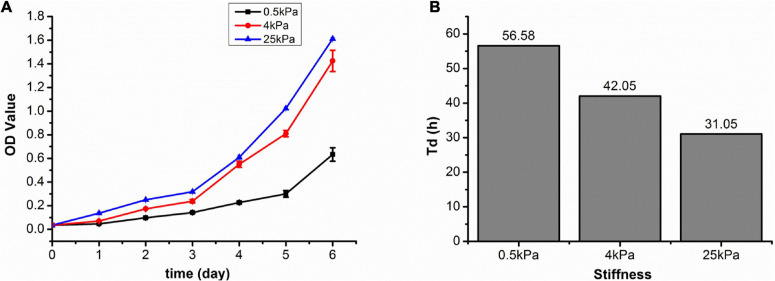
**(A)** SKOV-3 cell growth profiles on substrates of varying stiffness; **(B)** doubling time (Td) of SKOV-3 cells on different substrates after 72 h.

### Substrate Stiffness Influences the Skeleton of Ovarian Cancer Cell SKOV-3

Cells adhere to the ECM through focal adhesions that link the actin cytoskeleton to ECM. The cytoskeleton is a dynamic network composed mainly of three kinds of fiber structures, namely F-actin, microtubules, and intermediate filaments. The actin cytoskeleton is known to be highly responsive to mechanical stresses (Fletcher and Mullins, 2010). The cytoskeleton structures of SKOV-3 cells on the tested substrates were investigated using laser scanning confocal microscopy. The results showed that the fluorescence of F-actin and tubulin were weak in cells on soft substrates, whereas the cells on rigid substrates exhibited prominent stress fibers (Figure 2A). Additionally, the western blot assays showed that the expression of tubulin and focal adhesion-paxillin increased as substrate stiffness also increased (Figure 2B). These results indicated that the cytoskeleton was remodeled and reinforced to match the force applied by the different substrates.

**FIGURE 2:**
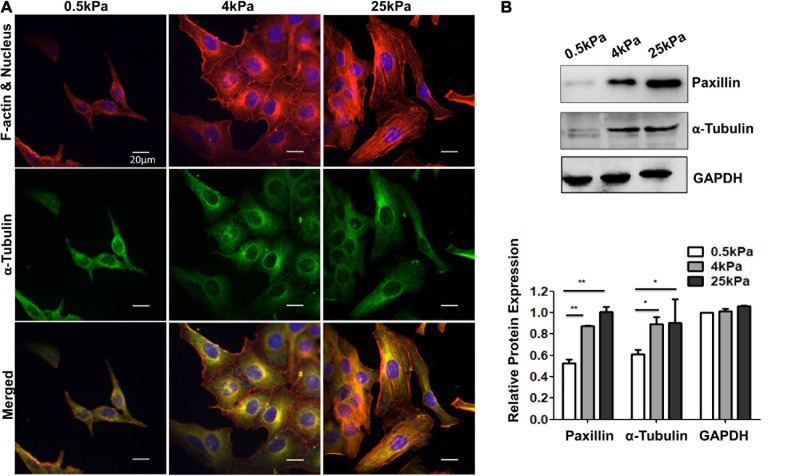
**(A)** Structures of F-actin and microtubulin in SKOV-3 cells grown on substrates of different stiffness. **(B)** Expression patterns of microtubulin and paxillin in MCF-7 cultured on different substrates for 48 h. *P < 0.05 and **P < 0.01.

### Substrate Stiffness Affects Cell Stiffness

Mechanical analysis of the force-distance curves was performed to determine the relative cell elasticities indicated by Young’s modulus. The curves were then fitted to the spherical Hertz model. AFM measurements demonstrated that Young’s modulus of SKOV-3 cells grown on soft substrates was less than that of cells grown on stiff substrates (*p* < 0.05; Figure 3). Values are expressed at mean ± standard deviation. The values of Young’s modulus in the 4, 25, and 50 kPa groups were 4.70 ± 0.91, 7.94 ± 1.82, and 8.34 ± 2.19 kPa, respectively.

**FIGURE 3:**
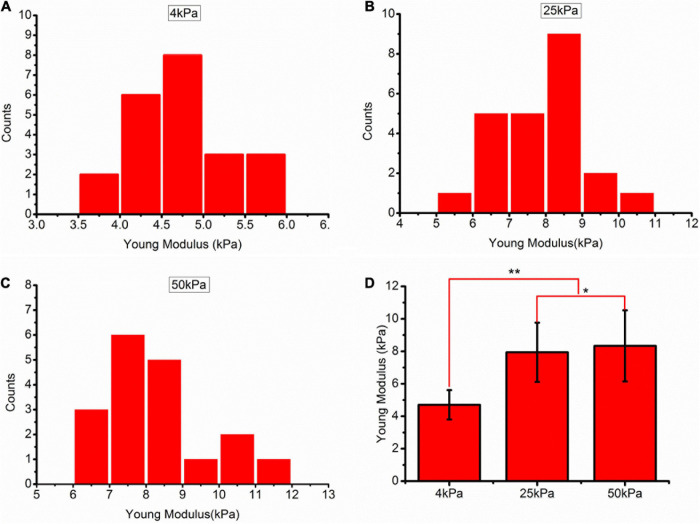
**(A–C)** Frequency distribution of the Young’s modulus of SKOV-3 cells cultured on hydrogels with different stiffness for 3 days. **(D)** Medians of the Young’s modulus. *P < 0.05 and **P < 0.01.

### Substrate Stiffness Regulates the Phenotypes of OCCs

Characteristic phenotypic markers of mesenchymal and epithelial cells were assessed to demonstrate EMT across the cell population. These included an increase in vimentin expression, decreases in E-cadherin and β-catenin expression, and a more elongated cell shape. Immunofluorescence staining and Western blotting showed that SKOV-3 cells grown on stiffer substrates had increased vimentin expression and decreased E-cadherin and β-catenin expression (Figures 4Aa–f,B). Cell shape was also observed to change with stiffness. Images were acquired using an environmental scanning electron microscopy in low vacuum mode to observe the morphological response to changes in substrate stiffness (Figures 4Ag–i). The shapes of cells on the soft substrates (0.5 kPa) were mostly spindle-like and the cells were well spread out and flattened on stiffer substrates. The shape of cells grown on the softer substrates showed characteristics of epithelial cells. These results indicated that EMT occurred in OCCs on the soft substrates.

**FIGURE 4:**
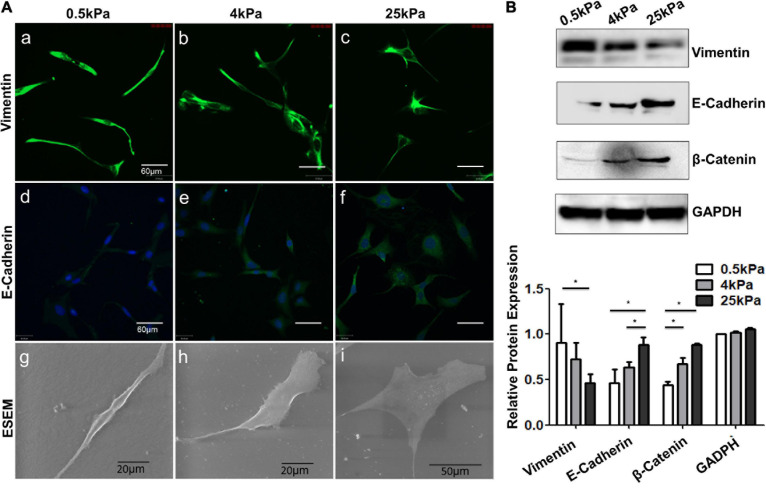
Role of substrate stiffness in epithelial-mesenchymal transition (EMT) induction. **(A)** Laser confocal microscopy and environmental scanning electron microscopy (ESEM) of SKOV-3 cells on substrates of varying stiffness. **(B)** Western blotting showing expression levels of vimentin, E-cadherin, and β-catenin. *P < 0.05.

### Substrate Stiffness Promotes YAP Nuclear Localization

YAP is the main effector of the Hippo signaling pathway and is involved in signal transduction and transcriptional activation of downstream target factors (Piccolo et al., 2014). YAP was noted as an oncogene in previous studies. High YAP activity drives proliferation, differentiation, invasion, and metastases of cancer cells. Studies have revealed that, apart from the Hippo pathway, YAP is regulated by mechanical forces (Benham-Pyle et al., 2015). Therefore, we investigated the effect of substrate stiffness on YAP nuclear localization in OCCs. The immunofluorescence studies showed that the nuclear distribution of YAP in SKOV-3 cells grown on stiff substrates was elevated compared to cells grown on soft substrates (*p* < 0.01; Figures 5A,B). Western blotting showed that there were no significant differences in the expression of YAP among the cells in the three substrate rigidity groups (Figure 5C). These results demonstrated that substrate stiffness promoted nuclear translocation of YAP. Substrate stiffness regulates the chemosensitivity of OCCs.

**FIGURE 5:**
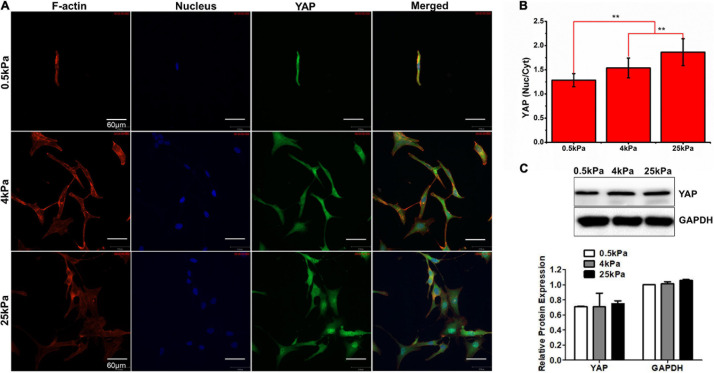
**(A)** Characterization of YAP fluorescence and stress fibers in SKOV-3 cells grown on substrates with different stiffness. **(B)** Quantification of the nuclear/cytoplasmic ratio of YAP. **(C)** Western blotting showing the expression of YAP. **P < 0.01.

The chemotherapeutic drugs cisplatin and paclitaxel work based on distinct molecular mechanisms. Cisplatin forms DNA cross-links and platinum adducts between DNA and proteins, which causes DNA damage and subsequent cell death (Florea and Büsselberg, 2011). Paclitaxel induces cell death by binding to microtubulin, thus causing microtubule dysfunction, induction of cell cycle arrest in G2-M, and activation of apoptosis (Horwitz, 1992). The pharmacological responses of the SKOV-3 cells on different substrates to the antitumor drugs cisplatin and paclitaxel were evaluated. Values are expressed at mean ± standard deviation. For cisplatin at the lowest concentration (less than 1 μM), there were no significant differences in survival rates of SKOV-3 cells on different substrates. At 1 μM of cisplatin, survival rates of SKOV-3 cells on the 0.5, 4, and 25 kPa substrates were 79.18 ± 10.84, 81.77 ± 3.06, and 57.99 ± 4.10%, respectively. There was no significant difference between 0.5 and 4 kPa, but there was a significant difference between the former two and the 25 kPa substrate (*p* < 0.05). However, at 5 μM, the cell survival rates were 46.48 ± 5.54, 31.08 ± 3.30, and 33.63 ± 3.43%, respectively. There was no significant difference between 4 and 25 kPa, but there was a significant difference between the latter two and 0.5 kPa (*p* < 0.05). At 10 μM, there were no significant differences in survival rates of SKOV-3 cells on different substrates (Figure 6A). Subsequently, the mean IC_50_ values for cisplatin were 4.48 ± 0.35, 3.07 ± 0.15, and 2.60 ± 0.41 μM for the 0.5, 4, and 25 kPa substrates, respectively (Figure 6B). There was a significant difference between 0.5 kPa and the latter two (*p* < 0.01), but there was no significant difference between 4 and 25 kPa substrate (*p* < 0.05).

**FIGURE 6:**
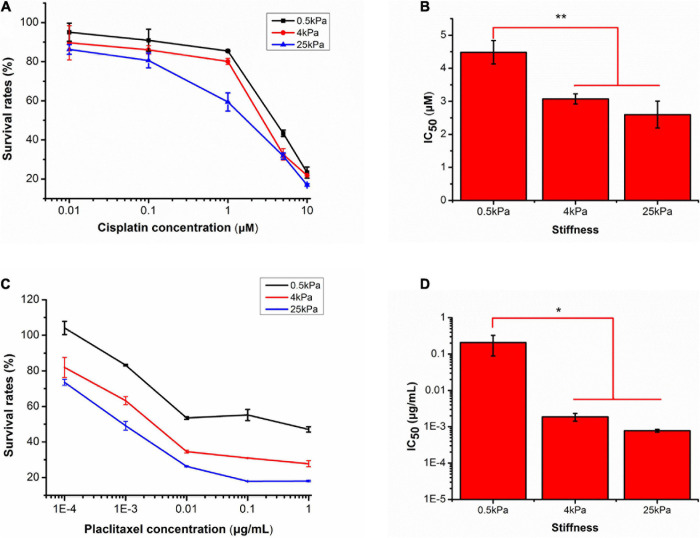
Responses of SKOV-3 cells grown on different substrates to cisplatin and paclitaxel. **(A)** Survival rates of SKOV-3 cells on different substrates after treatment with different concentrations of cisplatin. **(B)** IC50 values of cisplatin on different substrates. **(C)** Survival rates of SKOV-3 cells on different substrates after treatment with different concentrations of paclitaxel. **(D)** IC50 values of paclitaxel on different substrates. *P < 0.05 and **P < 0.01.

For paclitaxel, the effects of substrate stiffness on pharmacological response were similar to that of cisplatin. As the concentration of paclitaxel increased, the cell survival rates on all substrates gradually decreased. At a concentration of 10^–4^ μg mL^–1^, the cell survival rates on the 0.5, 4, and 25 kPa hydrogels were 101.47 ± 11.98, 78.81 ± 6.69, and 71.55 ± 3.72%, respectively. There was a significant difference between 0.5 kPa and the latter two (*p* < 0.05), but there was no significant difference between 4 kPa and 25 kPa substrate (*p* < 0.05). When increased to 10^–3^ μg mL^–1^, the cell survival rates were 81.99 ± 2.15, 61.25 ± 3.87, and 50.89 ± 3.51%, respectively. There was a significant difference between 0.5 and 4 kPa (*p* < 0.01), between 4 and 25 kPa (*p* < 0.05). At 10^–2^ μg mL^–1^, the cell survival rates were 52.18 ± 2.31, 34.2 ± 0.84, and 28.24 ± 3.40%, respectively. There was a significant difference between 0.5 and 4 kPa (*p* < 0.01), and there was no significant difference between 4 and 25 kPa. At the highest dose of 10^–1^ μg mL^–1^, the cell survival rates of the cells grown on the 0.5, 4, and 25 kPa substrates was 51.27 ± 7.11, 29.97 ± 1.72, and 18.06 ± 0.3%, respectively. There was a significant difference between 0.5 and 4 kPa (*p* < 0.01), between 4 and 25 kPa (*p* < 0.05). At the highest dose of 1 μg mL^–1^, the cell survival rates of the cells grown on the 0.5, 4, and 25 kPa substrates was 51.48 ± 7.14, 29.02 ± 2.49, and 16.97 ± 1.85%, respectively (Figure 6C). There was a significant difference between 0.5 and 4 kPa (*p* < 0.01), but there was no significant difference between 4 and 25 kPa substrate (*p* < 0.05). The mean IC_50_ values of paclitaxel for cells grown on the 0.5, 4, and 25 kPa substrates were 0.21 ± 0.12, 0.0018 ± 0.0004, and 0.0007 ± 0.00005 μg mL^–1^, respectively (Figure 6D). There was a significant difference between 0.5 kPa and the latter two, but there was no significant difference between 4 kPa and 25 kPa substrate (*p* < 0.05).

### Analysis of SKOV-3 Cell Gene Expression When Grown on Different Substrates

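SKOV-3 is an established human ovarian adenocarcinoma line that carries many extra copies of ERBB2, the gene of the receptor tyrosine kinase HER2. The cells were grown for 3 days on hydrogels of 0.5, 4 or 25 kPa, and RNA was extracted with TRIzol. The paper's methods describe high-throughput sequencing, with poly(A) selection, a TruSeq library kit and triplicate samples that each became an independent library. The sample labels name another kit (NEBNext Ultra), also for poly(A) RNA. There were 3 libraries per gel, numbered 1, 2 and 3 for 0.5 and 4 kPa and 2, 3 and 4 for 25 kPa. The authors aligned the reads to the human genome (build hg38) and deposited whole-number counts for 36343 genes. The total count per library was 19630063 to 20609553 (median 20492900) on 0.5 kPa, 19609740 to 20262204 (median 20236634) on 4 kPa and 19948256 to 21033433 (median 20615013) on 25 kPa. Genes with enough counts in at least a whole group (edgeR's filterByExpr) were kept, which left 16335, and their counts were scaled by TMM factors and given as CPM, a gene's count relative to the scaled total of its library. All 9 libraries entered a single edgeR quasi-likelihood fit, from which each pair of gels was compared with Benjamini-Hochberg adjustment over all tested genes. A gene is called higher or lower at an adjusted p under 0.05. Log2 fold changes are the softer gel minus the stiffer gel, each with its standard error. Levels are given as mean ± SD of 3 libraries. Gene lists for the pathways and cell types discussed were written by hand from textbook knowledge before the counts were examined but after the paper had been read, so lists built around genes the study picked from these libraries are not independent of them. Each list was tested with limma's camera test at a preset correlation of 0.01 between genes and again with the correlation estimated from the data. At the preset correlation, other assignments of the 9 libraries to 3 groups passed 15 to 50 of these tests, against 49 for the real gels. A small camera p at the preset correlation therefore does not by itself tie a list to the gels. Nothing in the paper or the labels says that the 3 libraries of a gel came from separate cultures. The p-value of a gene thus measures only the spread between these samples, which may be technical. Tests of lists and of distances rest on the same samples. Whether the counting used strand is not given in the sources used here, so reads of overlapping and antisense genes may be mixed.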

In order to identify the effect of substrate stiffness on gene expression, we evaluated for differentially expressed mRNAs in the SKOV-3 cells grown on the different substrates via microarray analysis. Changes in gene expression were measured after 3 days of growth on the gels. 

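Between the softest and the stiffest gel, HLA-DMB, ceruloplasmin and SLC7A2 were among the genes higher on 0.5 kPa, and keratins 7 and 17, DKK1 and the folate receptor FOLR1 among those lower on 0.5 kPa. HLA-DMB (ENSG00000242574, chromosome 6 from 32934629 to 32941070 of hg38), a chain of the chaperone that loads peptides onto MHC class II molecules, was at 22.5 ± 2.2 CPM on 0.5 kPa and 5.03 ± 0.62 CPM on 25 kPa (SD, n = 3). HLA-DMB had a log2 fold change of 2.16 (standard error 0.20, adjusted p = 6.6e-05 from edgeR's quasi-likelihood test). CP (ceruloplasmin, a copper-carrying ferroxidase of plasma) was at 113 ± 18 CPM on 0.5 kPa and 43.3 ± 5.1 CPM on 25 kPa. CP had a log2 fold change of 1.38 (standard error 0.12, adjusted p = 2.7e-05 from the same test). SLC7A2, a transporter of arginine and lysine, had a log2 fold change of 1.41 (standard error 0.13), with adjusted p = 5.1e-05 in edgeR. Lower on 0.5 kPa were the intermediate filament proteins KRT7 and KRT17. KRT7 (ENSG00000135480, chromosome 12 from 52232520 to 52252186) was at 242 ± 20 CPM on 0.5 kPa and 671 ± 71 CPM on 25 kPa. KRT17 was at 7.75 ± 1.8 CPM on 0.5 kPa and 33.5 ± 5.3 CPM on 25 kPa. Their log2 fold changes were -1.47 (standard error 0.10) and -2.11 (standard error 0.21), with adjusted p = 6.2e-06 and 2.4e-04 in edgeR, and reads of KRT17 may be shared with its near-identical pseudogenes. DKK1, a secreted inhibitor of Wnt signaling, fell by 1.32 on the log2 scale, and S1PR1, a receptor for sphingosine-1-phosphate, fell by 1.29. FOLR1, the folate receptor alpha carried by many ovarian carcinomas, fell by 1.18, from 61.3 ± 8.6 CPM on 25 kPa to 27.1 ± 3.9 CPM on 0.5 kPa. Of the 16335 genes tested, 500 were called higher and 592 lower on 0.5 kPa, 1092 together. With upper-quartile scaling, which moves the share of higher genes from 45.8% to 58.9%, 620 were higher and 432 lower. Mitochondrial transcripts took 5.21 to 5.74% of the counts in the 0.5 kPa libraries, 3.99 to 4.41% on 4 kPa and 4.15 to 4.6% on 25 kPa. The nuclear noncoding RNA MALAT1 took 0.34 to 0.40%, 0.13 to 0.22% and 0.13 to 0.15%. Of 6 tested genes typical of MCF-7, a breast cancer line that the study also names, CA12, GREB1 and ESR1 were higher on 0.5 kPa (5 of 6 adjusted over the list alone). Their log2 fold changes were 0.56, 1.09 and 0.46. Limma's camera test on this list gave adjusted p = 2.0e-04, and adjusted p = 0.15 with an estimated correlation. With single libraries left out, ESR1 alone lost its call (edgeR adjusted p = 0.051 without 25 kPa replicate 4), and with counts summed from transcripts all 3 did. The number of genes called depended on single libraries: it was 367 without 25 kPa replicate 4, 465 without 0.5 kPa replicate 2, 544 without 25 kPa replicate 2, 588 without 25 kPa replicate 3, 613 without 0.5 kPa replicate 1, and 1966 without 4 kPa replicate 3.

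**Figure D1:**
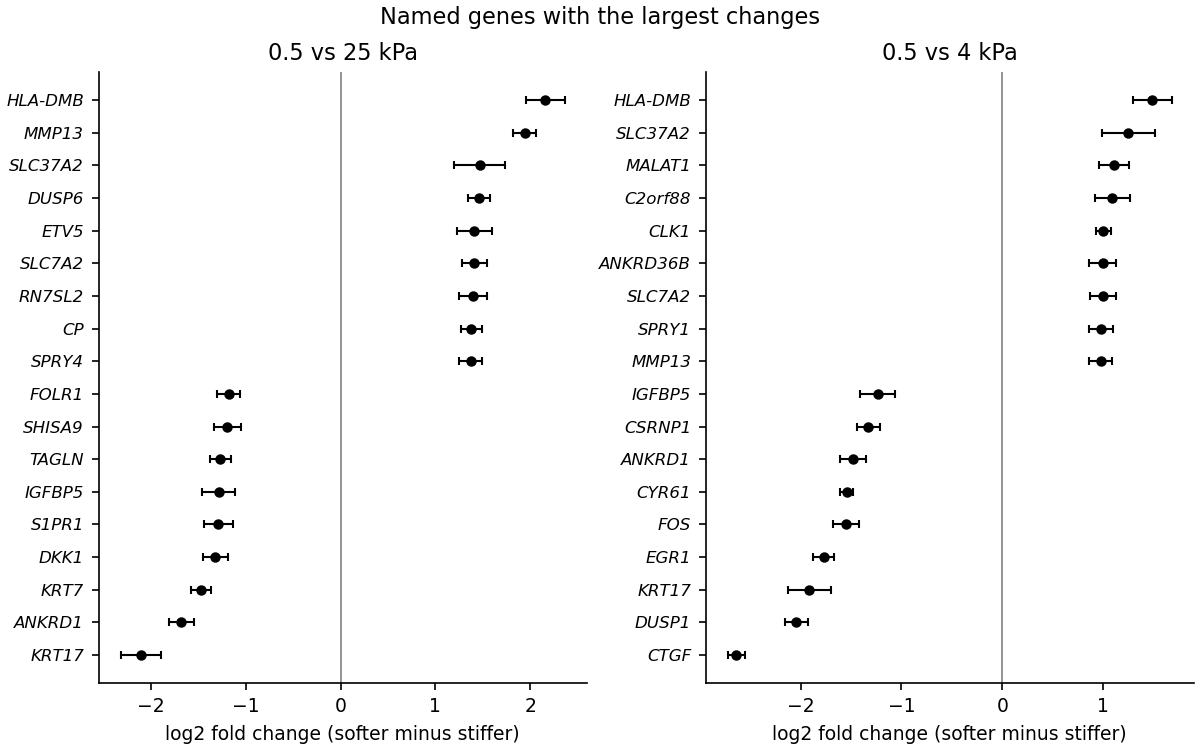
Log2 fold change (x axis, softer gel minus stiffer gel) of the 9 genes that rose most and the 9 that fell most for 0.5 against 25 kPa and for 0.5 against 4 kPa, among genes with a mean of at least 5 CPM and no overlap between the libraries of the groups compared. Points are edgeR estimates and bars their standard errors. HLA-DMB stands highest in both panels, at 2.16 and 1.48.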

The hierarchical clustering analysis of these changes in mRNA expression is shown in Figure 7A. 

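On 4 kPa, KRT17 and IGFBP5 stood near their 25 kPa levels, while CLK1, CENPE and CSRNP1 stood apart from both other gels. KRT17 was at 29.3 ± 7.5 CPM on 4 kPa. KRT17 had a log2 fold change of -1.91 (standard error 0.21, adjusted p = 8.4e-04 from edgeR's quasi-likelihood test for 0.5 against 4 kPa). For 4 against 25 kPa it was -0.20 (standard error 0.19) with adjusted p = 0.70 in edgeR. IGFBP5, a carrier of insulin-like growth factors, fell by 1.24 on the log2 scale between 4 and 0.5 kPa (edgeR adjusted p = 0.0019) and had -0.05 (standard error 0.16) between 4 and 25 kPa (edgeR adjusted p = 0.92). CLK1, a kinase of splicing factors, went the other way. It was at 85.0 ± 6.1 CPM on 0.5 kPa, 42.4 ± 1.8 on 4 kPa and 76.5 ± 3.8 on 25 kPa. It was lower on 4 kPa than on both other gels (log2 fold changes 1.00, standard error 0.08 for 0.5 against 4 kPa and -0.85, standard error 0.08 for 4 against 25 kPa, edgeR adjusted p = 9.9e-06 and 6.7e-05). CENPE, a kinetochore motor of mitosis, did the same, with log2 fold changes of 0.53 (standard error 0.09) and -0.65 (standard error 0.09) (edgeR adjusted p = 0.0074 and 0.0043). CSRNP1, a transcription factor, was higher on 4 kPa, at 21.6 ± 1.6 CPM against 8.58 ± 0.97 on 0.5 kPa and 8.69 ± 0.75 on 25 kPa (log2 fold changes -1.33 and 1.31, edgeR adjusted p = 2.3e-05 and 4.8e-05). For 0.5 against 4 kPa, 151 genes were called higher and 184 lower (335 in all). For 4 against 25 kPa, 71 were higher and 76 lower (147 in all), and with upper-quartile scaling 69 higher and 28 lower. Leaving out single libraries, the count for 0.5 against 4 kPa was 135 without 0.5 kPa replicate 2, 146 without 4 kPa replicate 2, 212 without 4 kPa replicate 1, 213 without 0.5 kPa replicate 1, and 584 without 4 kPa replicate 3. The count for 4 against 25 kPa was 25 without 25 kPa replicate 4, 29 without 25 kPa replicate 3, 30 without 4 kPa replicate 2, 46 without 0.5 kPa replicate 2, 50 without 4 kPa replicate 1, 64 without 0.5 kPa replicate 1, 80 without 25 kPa replicate 2, 223 without 0.5 kPa replicate 3, and 302 without 4 kPa replicate 3. In the replicate 3 libraries of 0.5 and 4 kPa, 30 stress and inflammatory genes stood 0.75 and 0.66 above their group means (median, log2). The 22 inflammatory genes, from a list fixed in advance, stood at 0.51 and 0.51. The other 8, targets of the stress factor ATF4, were picked after these deviations were seen and stood at 0.98 and 0.93. With both of these libraries left out, an alternative chosen after seeing the data, the order of the counts of called genes reversed. They were then 895 genes for 0.5 against 4 kPa and 1119 for 4 against 25 kPa.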

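Matrix metalloproteinase 13 (MMP13), which cleaves fibrillar collagen, fell at both steps from soft to stiff, from 13.6 ± 1.3 CPM on 0.5 kPa to 6.94 ± 0.56 on 4 kPa and 3.54 ± 0.17 on 25 kPa. Its log2 fold changes were 0.97 (standard error 0.12) for 0.5 against 4 kPa and 0.97 (standard error 0.13) for 4 against 25 kPa (edgeR adjusted p = 4.4e-04 and 0.0030). Of 45 genes called for both of these comparisons, 25 were highest on 4 kPa, 14 lowest on 4 kPa, 4 fell at both steps and 2 rose at both. The 25 include the immediate early genes EGR1 and FOS, the secreted matricellular proteins CTGF and CYR61 and the phosphatase DUSP1. The same 4 kPa libraries serve both comparisons. In 20 simulations with no difference between gels, a median of 163.5 genes had an unadjusted p under 0.05 in both (edgeR), against 630 in the data. In the data 2239 and 2422 genes had such a p in the single comparisons, so 163.5 is not the overlap expected at these sizes. Both overlaps pool all directions and do not bear on the genes highest or lowest on 4 kPa alone. Independent lists of the sizes called at the adjusted p would share 0.80 genes highest and 0.703 lowest on 4 kPa. The shared libraries may add to such an overlap, by an amount that was not determined. A test of each gene's 4 kPa level against the midpoint of 0.5 and 25 kPa called 104 genes, 64 above and 40 below it, in edgeR. Of the 1092 genes that differed between 0.5 and 25 kPa, 641 (58.7%) had a 4 kPa level nearer to that of 25 kPa and 946 had one between both ends. The median gene stood 56.8% of the way from 0.5 to 25 kPa (quartiles 34.9% and 75.9%). The position over all 1092 genes was added after seeing the data. Its definition was changed once, from group means of log2 CPM to fitted log2 fold changes, which moved the count from 645 to 641. A count planned in advance took only the 33 genes called both for 0.5 against 25 kPa and off the midpoint. Of these, 30 were nearer 25 kPa and 3 nearer 0.5 kPa, and only 6 lay between both ends. Of the 191 genes called at 2-fold for 0.5 against 25 kPa, 131 (68.6%) were nearer 25 kPa. Over all tested genes the root mean square difference between group means was 0.275 log2 CPM from 0.5 to 4 kPa, 0.268 from 4 to 25 kPa and 0.336 from 0.5 to 25 kPa. The first 2 of these distances were not told apart by an exact permutation test over all 1680 assignments of the 9 libraries (difference 0.0067, two-sided p = 0.86, the smallest possible being 0.0012). Hierarchical clustering of the libraries into 2 groups put the 3 libraries of 0.5 kPa on one side and the 6 of 4 and 25 kPa on the other, with average or complete linkage and Euclidean or correlation distance. With single libraries left out, the number of genes off the midpoint was 37 without 4 kPa replicate 2, 39 without 25 kPa replicate 4, 40 without 0.5 kPa replicate 2, 49 without 25 kPa replicate 3, 52 without 4 kPa replicate 1, 56 without 0.5 kPa replicate 1, and 184 without 4 kPa replicate 3.

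**Figure D2:**
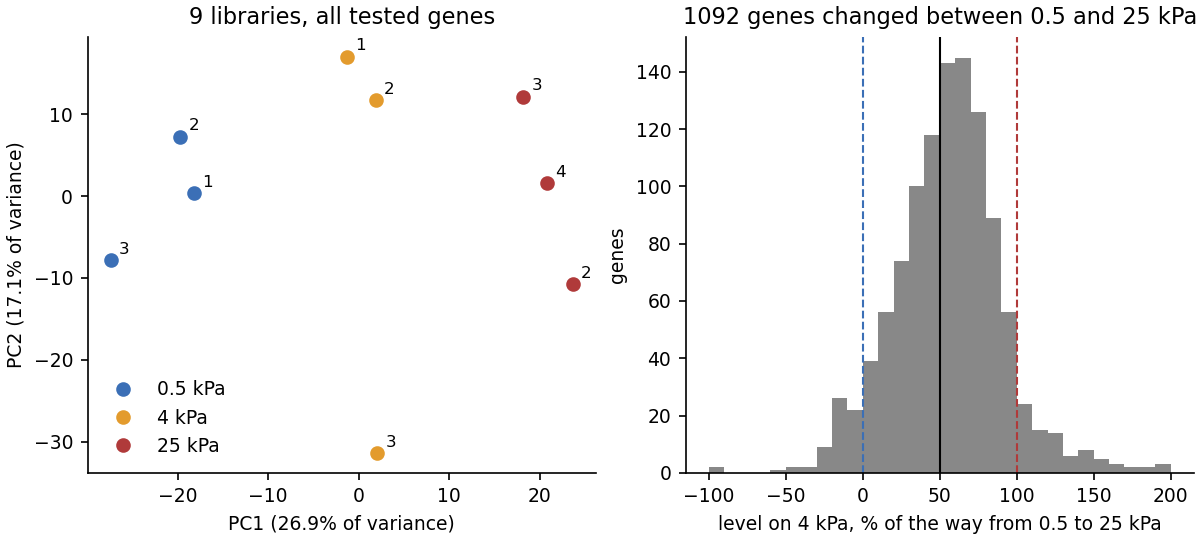
Left, the 9 libraries on the first 2 principal components of log2 CPM (26.9% and 17.1% of the variance), colored by gel. Right, histogram of the 4 kPa position of the 1092 genes that differ between 0.5 and 25 kPa (x axis, percent of the way, 0 being the 0.5 kPa level and 100 the 25 kPa level, solid line at 50). There are 641 genes right of the solid line.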

We found that the general direction of changes in gene expression (up or downregulated) was more similar between cells cultured on 25 and 4 kPa substrates. We performed the pathways analyses of the differentially expressed mRNA according to the KEGG database. Figure 7B lists the 30 most significant signaling pathways. Among these, endocytosis, the Hippo signaling pathway, metabolic pathways, proteoglycans in cancer, the MAPK signaling pathway, regulation of actin cytoskeleton, focal adhesion, and cell cycle were ranked the highest. 

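Of the genes that the transcription co-activators YAP and TAZ switch on, and of those of the actin cytoskeleton, most of those that passed the test were lower on 0.5 kPa than on 25 kPa. ANKRD1 (ENSG00000148677, chromosome 10 from 90912096 to 90921276), a YAP target that encodes a muscle ankyrin repeat protein, was at 12.4 ± 1.4 CPM on 0.5 kPa, 34.6 ± 7.2 on 4 kPa and 39.8 ± 0.30 on 25 kPa (SD, n = 3). ANKRD1 had a log2 fold change of -1.68 (standard error 0.13, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test). CTGF (ENSG00000118523, chromosome 6 from 131948176 to 131951373), a secreted matricellular protein and YAP target, was at 43.4 ± 4.7 CPM on 0.5 kPa, 269.6 ± 5.5 on 4 kPa and 91.4 ± 4.4 on 25 kPa. CTGF had a log2 fold change of -1.07 (standard error 0.08, adjusted p = 1.8e-05 from the same test). CYR61, its close relative, fell by 0.71 on the log2 scale (standard error 0.06). Of 22 tested YAP and TAZ targets, 1 was higher on 0.5 kPa, 9 were lower and 12 did not pass the test (1 higher and 9 lower when adjusted over the list alone). The higher one is NT5E, an ecto-enzyme that makes adenosine, chosen here after its value was seen. The camera test of the list gave adjusted p = 1.7e-07, and adjusted p = 0.15 with an estimated correlation. TAGLN (transgelin), an actin-binding protein under serum response factor, was at 54.8 ± 5.0 CPM on 0.5 kPa and 132 ± 15 CPM on 25 kPa. TAGLN had a log2 fold change of -1.27 (standard error 0.11, edgeR adjusted p = 3.0e-05). RHOB, a small GTPase of the actin cytoskeleton, fell by 0.73. Of 50 actin cytoskeleton genes, 1 was higher, 17 were lower and 32 did not pass (1 higher and 27 lower when adjusted over the list alone). Camera gave adjusted p = 8.0e-13, and adjusted p = 0.23 with an estimated correlation. Single libraries moved the count of lower actin genes, which was 5 without 25 kPa replicate 4, 8 without 0.5 kPa replicate 2, 9 without 0.5 kPa replicate 3 or 25 kPa replicate 2 or 3, and 11 without 0.5 kPa replicate 1. The higher one, CAPG, a capping protein of actin filaments, was not called without 0.5 kPa replicate 1 or 2, 4 kPa replicate 2 or 25 kPa replicate 3 or 4.

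**Figure D3:**
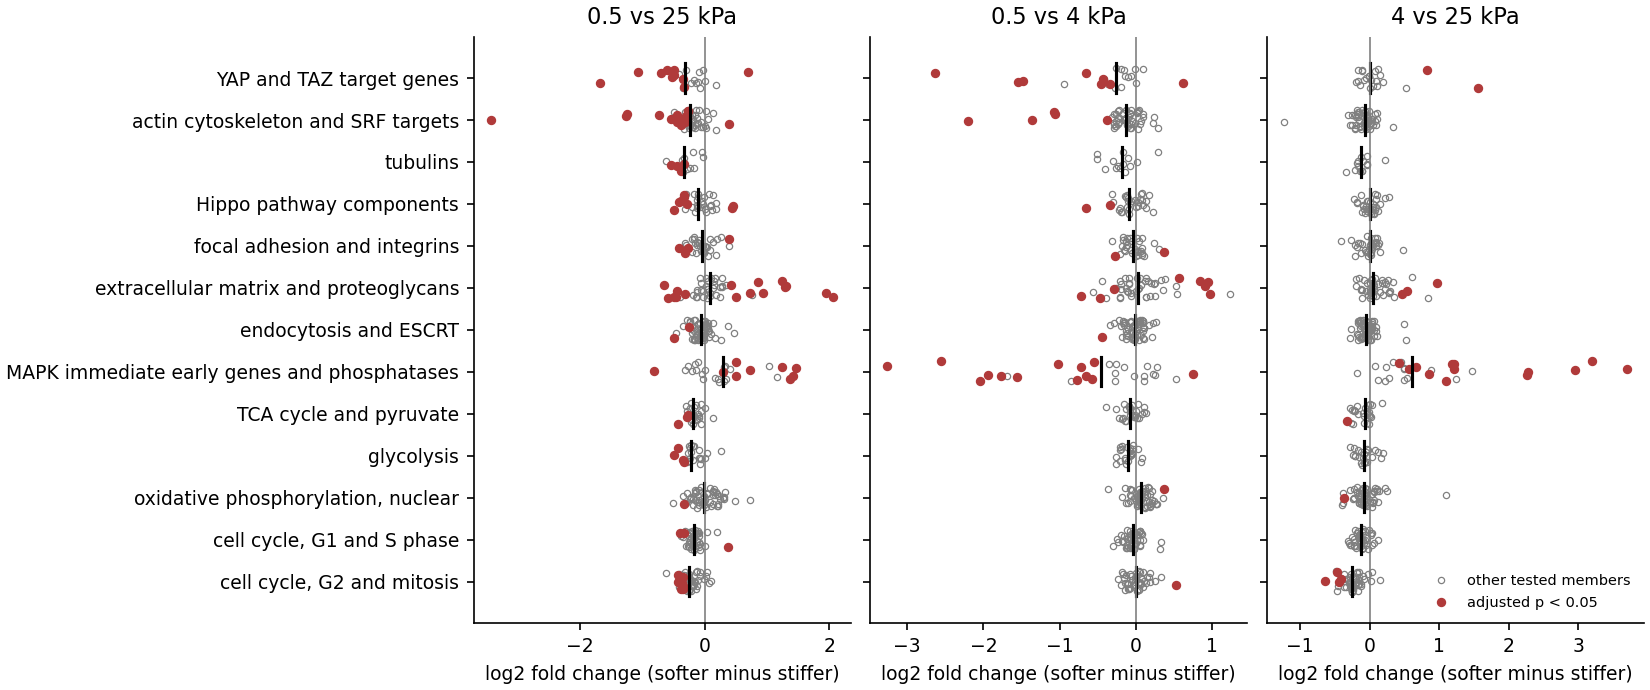
Log2 fold change (x axis, softer gel minus stiffer gel) of every tested gene of 13 lists in the 3 comparisons, 1 panel per comparison. Red points are genes with an adjusted p under 0.05 from edgeR, gray points the others, and black bars the median of each list.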

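Components of the Hippo pathway and of focal adhesions differed between 0.5 and 25 kPa in a few members, AMOTL2 and NF2 lower and VGLL4 higher on 0.5 kPa among them. Among 32 components of the Hippo pathway, 6 were lower, 2 higher and 24 not called (2 higher and 7 lower when adjusted over the list alone). The lower ones include AMOTL2, a junction protein that holds YAP in the cytoplasm and is itself a YAP target (log2 fold change -0.50, standard error 0.08, edgeR adjusted p = 0.0031). NF2 (merlin), an upstream activator of the kinase cascade, was lower too (log2 fold change -0.41, standard error 0.07, edgeR adjusted p = 0.0045). The higher ones are VGLL4, a competitor of YAP on TEAD factors (log2 fold change 0.44, standard error 0.08, edgeR adjusted p = 0.0041), and the protocadherin DCHS1. As a list the Hippo components gave adjusted p = 0.062 in camera for 0.5 against 25 kPa, and adjusted p = 0.67 with an estimated correlation. For 0.5 against 4 kPa the list was lower (adjusted p = 0.018 in camera, and adjusted p = 0.63 with an estimated correlation), not called without 0.5 kPa replicate 1 or 4 kPa replicate 1 or 2. For 0.5 against 25 kPa it was called by camera without 0.5 kPa replicate 3 (adjusted p = 0.0071) or 25 kPa replicate 2 (adjusted p = 0.017). Of 34 focal adhesion and integrin genes, 3 were lower, CAV1 (caveolin-1), ZYX (zyxin) and FERMT2 (kindlin-2), and 1 was higher, the laminin receptor subunit ITGA6 (1 higher and 4 lower when adjusted over the list alone). Camera on this list gave adjusted p = 0.19, and adjusted p = 0.67 with an estimated correlation. The lower Hippo components were 2 without 0.5 kPa replicate 2, 4 kPa replicate 2 or 25 kPa replicate 3 or 4 and 3 without 25 kPa replicate 2. Higher Hippo components were 1 without 0.5 kPa replicate 2 or 3, 4 kPa replicate 1 or 2 or 25 kPa replicate 2, 3 or 4. Lower focal adhesion genes were 0 without 25 kPa replicate 4, 1 without 0.5 kPa replicate 1 or 2, 4 kPa replicate 2 or 25 kPa replicate 2 or 3, and 5 without 4 kPa replicate 3. ITGA6 lost its call (edgeR adjusted p = 0.075 without 0.5 kPa replicate 2, 0.075 without 25 kPa replicate 2, and 0.083 without 25 kPa replicate 4). FERMT2 changed sign with counts summed from transcripts (log2 fold change 0.0074).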

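EGR1, FOS and DUSP1, immediate early genes that MAPK signaling switches on, were highest on 4 kPa, while DUSP6, ETV5 and SPRY4, genes induced by ERK that act in its feedback or its response, were higher on 0.5 than on 25 kPa. EGR1 (ENSG00000120738, chromosome 5 from 138465490 to 138469315), a zinc finger transcription factor, was at 238 ± 24 CPM on 0.5 kPa, 809.7 ± 85 on 4 kPa and 168 ± 16 on 25 kPa (SD, n = 3). EGR1 had log2 fold changes of -1.77 (standard error 0.10) for 0.5 against 4 kPa and 2.27 (standard error 0.11) for 4 against 25 kPa (edgeR's quasi-likelihood test, adjusted p = 7.3e-07 and 1.5e-07). FOS (ENSG00000170345, chromosome 14 from 75278774 to 75282230), a subunit of the AP-1 transcription factor, was at 20.7 ± 2.9 CPM on 0.5 kPa, 60.6 ± 1.9 on 4 kPa and 12.5 ± 2.7 on 25 kPa. DUSP1, a phosphatase that turns MAP kinases off, was at 59.3 ± 5.0 CPM on 0.5 kPa, 244 ± 40 on 4 kPa and 105 ± 8.3 on 25 kPa. DUSP6 (ENSG00000139318, chromosome 12 from 89347232 to 89353271), a phosphatase of ERK, was at 15.8 ± 0.49 CPM on 0.5 kPa, 13.3 ± 0.89 on 4 kPa and 5.74 ± 0.84 on 25 kPa. DUSP6 had log2 fold changes of 1.46 (standard error 0.12) for 0.5 against 25 kPa and 1.21 (standard error 0.12) for 4 against 25 kPa (edgeR adjusted p = 2.2e-05 and 1.6e-04). For 0.5 against 25 kPa, ETV5 and ETV4, transcription factors that ERK signaling induces, rose by 1.41 and 1.24 on the log2 scale, and SPRY4, an inhibitor of receptor tyrosine kinase signaling, by 1.37. Of 28 tested genes on the list, 8 were higher and 1 lower on 0.5 than on 25 kPa (14 higher and 3 lower when adjusted over the list alone). The camera test gave adjusted p = 2.6e-04, and adjusted p = 0.43 with an estimated correlation. For 0.5 against 4 kPa, 1 was higher, ETV4, and 12 were lower (4 higher and 17 lower when adjusted over the list alone). In camera the list gave adjusted p = 2.2e-12, and adjusted p = 0.15 with an estimated correlation. For 4 against 25 kPa, 13 were higher, 15 did not pass and 24 were higher when adjusted over the list alone. Camera gave adjusted p = 6.6e-34 there, and adjusted p = 0.085 with an estimated correlation. The count of higher genes for 0.5 against 25 kPa was 5 without 0.5 kPa replicate 2 and 13 without 4 kPa replicate 3, and that of lower genes 2 without 4 kPa replicate 3. ETV4 was not called for 0.5 against 4 kPa without 0.5 kPa replicate 1, 2 or 3, 4 kPa replicate 1 or 2 or 25 kPa replicate 4.

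**Figure D4:**
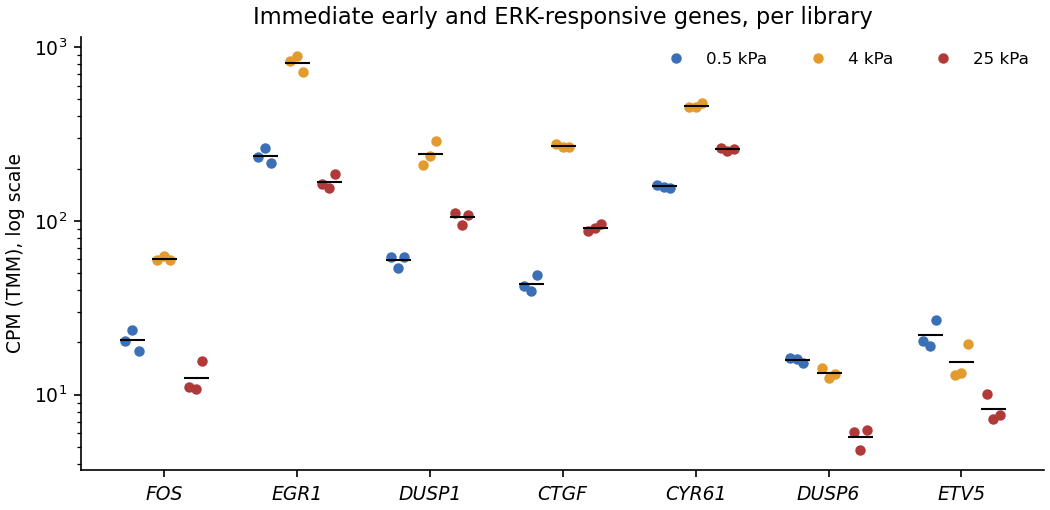
CPM (y axis, log scale) of FOS, EGR1, DUSP1, CTGF, CYR61, DUSP6 and ETV5 in each of the 9 libraries, by gel. Points are libraries and lines the mean of 3. All 3 libraries of 4 kPa lie above the other 6 for EGR1, FOS, DUSP1, CTGF and CYR61.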

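Genes of the extracellular matrix and its enzymes changed in both directions on the softest gel. MMP2 (ENSG00000087245, chromosome 16 from 55389700 to 55506691), a gelatinase, was at 109 ± 6.9 CPM on 0.5 kPa, 61.2 ± 4.8 on 4 kPa and 44.2 ± 1.1 on 25 kPa (SD, n = 3). MMP2 had a log2 fold change of 1.31 (standard error 0.08, adjusted p = 4.3e-06 from edgeR's quasi-likelihood test for 0.5 against 25 kPa). Fibronectin (FN1, ENSG00000115414, chromosome 2 from 215360440 to 215436172), a matrix glycoprotein that integrins bind, was at 2869 ± 597 CPM on 0.5 kPa and 1179 ± 125 CPM on 25 kPa. FN1 had a log2 fold change of 1.28 (standard error 0.14, adjusted p = 2.2e-04 from the same test). MMP1, an interstitial collagenase, and MMP7, matrilysin, rose by 0.73 and 1.25 on the log2 scale. Of 48 tested genes of the matrix, proteoglycans and matrix enzymes, 10 were higher, 6 lower and 32 not called for 0.5 against 25 kPa (12 higher and 6 lower when adjusted over the list alone). Camera gave adjusted p = 0.020 for the list, and adjusted p = 0.54 with an estimated correlation, and it did not call the list without 0.5 kPa replicate 3 (adjusted p = 0.11).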

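Enzymes of central carbon metabolism were lower on 0.5 kPa where they differed from 25 kPa, by less than 2-fold. IDH1 (ENSG00000138413, chromosome 2 from 208236227 to 208266074), the cytosolic isocitrate dehydrogenase, was at 103 ± 3.5 CPM on 0.5 kPa and 138 ± 4.3 CPM on 25 kPa (SD, n = 3). IDH1 had a log2 fold change of -0.43 (standard error 0.07, adjusted p = 0.0020 from edgeR's quasi-likelihood test). MDH1 and OGDH fell by 0.28 and 0.27 on the log2 scale. Of 27 tested genes of the TCA cycle and pyruvate metabolism these 3 were lower and 24 did not pass (6 lower when adjusted over the list alone). By camera the list had adjusted p = 3.0e-06, and adjusted p = 0.43 with an estimated correlation. Of 23 glycolytic genes 4 were lower, PGAM1, ALDOA, ENO1 and PFKP, by 0.50, 0.43, 0.34 and 0.34 in log2, and 19 did not pass (6 lower when adjusted over the list alone). The camera test gave adjusted p = 5.1e-05, and adjusted p = 0.56 with an estimated correlation. Of 57 nuclear genes of oxidative phosphorylation, 1 was lower, the ATP synthase subunit ATP5F1B (log2 fold change -0.33, standard error 0.08), also when adjusted over the list alone, and camera gave adjusted p = 0.62, and adjusted p = 0.96 with an estimated correlation. Camera called this list lower without 0.5 kPa replicate 1 (adjusted p = 0.024) and higher without replicate 3 (adjusted p = 0.0040). EHD4 (ENSG00000103966, chromosome 15 from 41895939 to 41972578), an ATPase that shapes endosomal membranes, was at 108 ± 9.3 CPM on 0.5 kPa and 152 ± 4.9 CPM on 25 kPa. EHD4 had a log2 fold change of -0.49 (standard error 0.09, edgeR adjusted p = 0.0045). Its relative EHD2, found at caveolae, fell by 0.25. These were the 2 lower genes among 62 of endocytosis and ESCRT sorting, and 60 did not pass (1 lower when adjusted over the list alone). This list had, in camera, adjusted p = 0.0066, and adjusted p = 0.16 with an estimated correlation. Lower genes of the TCA cycle were 1 without 0.5 kPa replicate 2 or 3, 4 kPa replicate 1 or 2 or 25 kPa replicate 2, 3 or 4 and 6 without 4 kPa replicate 3. Lower glycolytic genes were 0 without 25 kPa replicate 2 or 4, 1 without 0.5 kPa replicate 2 or 3, and 2 without 4 kPa replicate 2. Without 0.5 kPa replicate 3, 9 genes of oxidative phosphorylation were higher. Lower ones were 0 without 0.5 kPa replicate 2 or 3 or 25 kPa replicate 2 or 4, 2 without 0.5 kPa replicate 1, and 5 without 4 kPa replicate 3. Lower endocytosis genes were 1 without 0.5 kPa replicate 1, 2 or 3, 4 kPa replicate 1 or 2 or 25 kPa replicate 2, 3 or 4 and 8 without 4 kPa replicate 3.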

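At 2-fold or more, immediate early genes and phosphatases of MAPK signaling and genes of the matrix were enriched among the differentially expressed genes. The lists written for the Hippo pathway, endocytosis, focal adhesion and the cell cycle held none that reached 2-fold. DUSP6, SPRY4, ETV5, EGR1 and FOS are among 11 genes of the MAPK list of 28 that reached 2-fold, and MMP13, MMP2 and FN1 among 5 of 48 of the matrix list. With an adjusted p under 0.05 from edgeR's quasi-likelihood test and at least 2-fold, 191 genes differed between 0.5 and 25 kPa (121 higher, 70 lower), 56 between 0.5 and 4 kPa (19 higher, 37 lower) and 18 between 4 and 25 kPa (17 higher, 1 lower), 216 in any of them. A one-sided Fisher exact test against the 16335 tested genes gave adjusted p = 1.1e-12 for the MAPK list and 0.0077 for the matrix list. This test treats genes as independent, though genes of a list may move together in the same libraries. Its p therefore does not measure the spread between samples. With an estimated correlation camera called neither list in any comparison. In the same Fisher exact test the mesenchymal markers (3 of 22) and the YAP targets (3 of 22, ANKRD1 and CTGF among them) both gave adjusted p = 0.022, and the actin genes (4 of 50, TAGLN and CNN1 among them) adjusted p = 0.026. Small lists of endothelial markers (2 of 6) and of fibroblast and adipocyte markers (2 of 9) passed too, so 7 of the 37 lists tested did. Of the genes listed for endocytosis, the Hippo pathway, focal adhesion, glycolysis, the TCA cycle and both phases of the cell cycle, 0 reached 2-fold in edgeR at the adjusted p, and 0 at an unadjusted p under 0.05. At the adjusted p, lists of these sizes would hold 0.30 (glycolysis) to 0.82 (endocytosis) such genes without any enrichment. A count of 0 is thus near what chance gives. Genes of any fold at the adjusted p in any of the 3 comparisons numbered 2 in endocytosis, 8 in the Hippo pathway and 5 in focal adhesion. With genes of any fold the Hippo components passed the Fisher exact test (adjusted p = 0.010), as did G2 and mitosis (adjusted p = 0.034), and 11 lists in all. Membership of KEGG pathways was not used here, and the hand-written lists need not hold the same genes. The MAPK list is of immediate early genes, phosphatases and other genes that the signaling induces, with no MAP kinase. A count of 0 covers only the genes written in a list. CTGF, a YAP target, and FN1, which integrins bind, reached 2-fold and were counted in other lists. The 2-fold genes between 0.5 and 25 kPa were 112 without 25 kPa replicate 4, 123 without 25 kPa replicate 2, and 126 without 0.5 kPa replicate 2. Between 0.5 and 4 kPa they were 90 without 4 kPa replicate 3, and between 4 and 25 kPa 32 without 4 kPa replicate 3. The number of lists that passed was 2 without 4 kPa replicate 3.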

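The genes of G2 phase and mitosis that passed the test were lower on 0.5 kPa than on 25 kPa, and cyclin D1 was higher. CDK1 (ENSG00000170312, chromosome 10 from 60778331 to 60794852), the kinase that drives entry into mitosis, was at 129 ± 9.4 CPM on 0.5 kPa, 124 ± 8.6 on 4 kPa and 166 ± 4.8 on 25 kPa (SD, n = 3). CDK1 had a log2 fold change of -0.37 (standard error 0.08, adjusted p = 0.013 from edgeR's quasi-likelihood test for 0.5 against 25 kPa). This call was lost without 25 kPa replicate 4 (edgeR adjusted p = 0.079). CDC20, which activates the anaphase-promoting complex, fell by 0.44 on the log2 scale, and the kinetochore protein NUF2 and the spindle checkpoint kinase TTK by 0.42 and 0.39. Of 48 tested genes of G2 and mitosis, 8 were lower and 40 did not pass (27 lower when adjusted over the list alone). Camera on the list gave adjusted p = 6.4e-11, and adjusted p = 0.54 with an estimated correlation. CCND1 (ENSG00000110092, chromosome 11 from 69641087 to 69654474), cyclin D1, which starts the passage through G1, was at 281 ± 27 CPM on 0.5 kPa, 227 ± 11 on 4 kPa and 217 ± 6.3 on 25 kPa. CCND1 had a log2 fold change of 0.37 (standard error 0.08, edgeR adjusted p = 0.014, but 0.059 without 25 kPa replicate 2 and 0.075 without 25 kPa replicate 4). It was the 1 higher gene among 45 of G1 and S phase. The 2 lower ones were the replication factors CDC45 and RFC3 (log2 fold changes -0.40 and -0.34), and 42 did not pass (1 higher and 4 lower when adjusted over the list alone). Camera gave adjusted p = 1.1e-05 there, and adjusted p = 0.67 with an estimated correlation. Of 14 cell cycle inhibitors, 1 was lower, the stress gene GADD45B (log2 fold change -0.72, standard error 0.15), also when adjusted over the list alone. The list test (camera) gave adjusted p = 0.45, and adjusted p = 0.67 with an estimated correlation. For 4 against 25 kPa, 4 genes of G2 and mitosis were lower, TTK, NDC80, CDK1 and the motor protein CENPE (13 lower when adjusted over the list alone). Camera gave adjusted p = 2.7e-14, and adjusted p = 0.43 with an estimated correlation. The count of lower genes of G2 and mitosis for 0.5 against 25 kPa was 0 without 25 kPa replicate 4, 1 without 0.5 kPa replicate 3, 2 without 0.5 kPa replicate 2, 3 without 25 kPa replicate 3, 4 without 4 kPa replicate 2 or 25 kPa replicate 2, 5 without 0.5 kPa replicate 1, and 26 without 4 kPa replicate 3. For 4 against 25 kPa it was 1 without 0.5 kPa replicate 2, 4 kPa replicate 2 or 25 kPa replicate 3 or 4 and 2 without 0.5 kPa replicate 1 or 4 kPa replicate 1. Lower genes of G1 and S phase were 0 without 0.5 kPa replicate 2 or 3, 4 kPa replicate 2 or 25 kPa replicate 2, 3 or 4, 1 without 0.5 kPa replicate 1, and 9 without 4 kPa replicate 3. GADD45B lost its call as well (edgeR adjusted p = 0.060 without 0.5 kPa replicate 1, 0.069 without 0.5 kPa replicate 2, and 0.074 without 25 kPa replicate 2).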

Figure 7C expression levels of genes involved in platinum drug resistance, apoptosis and cell cycle. 

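Between 0.5 and 25 kPa, 4 of the genes listed as promoting or blocking apoptosis passed the test, and they did not all change in one direction. TNFSF10 (ENSG00000121858, chromosome 3 from 172505508 to 172523507), the death ligand TRAIL, was at 17.5 ± 3.0 CPM on 0.5 kPa, 12.4 ± 0.91 on 4 kPa and 9.37 ± 0.36 on 25 kPa (SD, n = 3). TNFSF10 had a log2 fold change of 0.91 (standard error 0.13, adjusted p = 8.8e-04 from edgeR's quasi-likelihood test for 0.5 against 25 kPa). BCL2L11 (ENSG00000153094, chromosome 2 from 111119378 to 111168447), the BH3-only killer protein BIM, was at 15.7 ± 2.1 CPM on 0.5 kPa and 11.3 ± 0.63 CPM on 25 kPa. BCL2L11 had a log2 fold change of 0.48 (standard error 0.13, edgeR adjusted p = 0.043). BIRC2 (ENSG00000110330, chromosome 11 from 102347211 to 102378670), the inhibitor of apoptosis cIAP1, was lower on 0.5 kPa, at 193 ± 17 CPM on 0.5 kPa and 256 ± 19 CPM on 25 kPa. BIRC2 had a log2 fold change of -0.40 (standard error 0.08, edgeR adjusted p = 0.012). Of 38 tested pro-apoptotic genes, 2 were higher, 1 was lower and 35 did not pass (2 higher and 1 lower when adjusted over the list alone), and 19 of the 38 had a log2 fold change below 0. Of 22 anti-apoptotic genes 1 was lower and 21 did not pass, also when adjusted over the list alone. The camera test gave adjusted p = 0.87 for the pro-apoptotic list, and adjusted p = 0.97 with an estimated correlation, and for the anti-apoptotic list adjusted p = 0.54, and adjusted p = 0.67 with an estimated correlation. The pro-apoptotic genes called lower were 0 without 0.5 kPa replicate 1 or 2 or 25 kPa replicate 3 or 4 and 2 without 4 kPa replicate 3. The call of BCL2L11 was lost without single libraries at edgeR adjusted p = 0.052 without 0.5 kPa replicate 1, 0.092 without 0.5 kPa replicate 2, 0.14 without 0.5 kPa replicate 3, 0.052 without 4 kPa replicate 1, 0.082 without 25 kPa replicate 2, 0.11 without 25 kPa replicate 3, and 0.16 without 25 kPa replicate 4. That of BIRC2 was lost as well (edgeR adjusted p = 0.054 without 0.5 kPa replicate 1, 0.063 without 0.5 kPa replicate 2, 0.060 without 25 kPa replicate 3, and 0.068 without 25 kPa replicate 4). The sign of BIRC2 changed with counts summed from transcripts (log2 fold change 0.43).

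**Figure D5:**
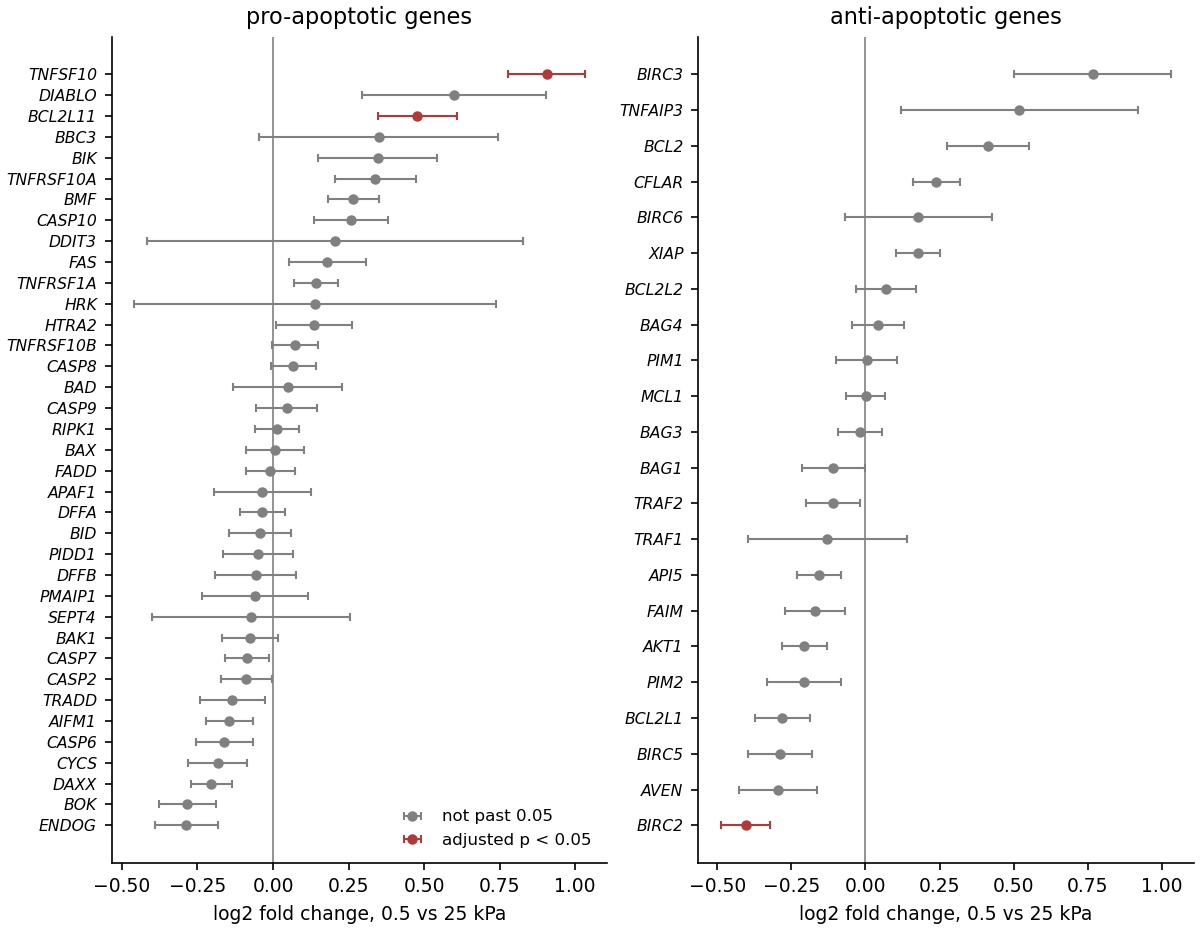
Log2 fold change (x axis, 0.5 kPa minus 25 kPa) of 37 of the 38 tested pro-apoptotic genes (left) and of the tested anti-apoptotic genes (right). Points are edgeR estimates and bars their standard errors, with TNFSF10 at 0.91 and BIRC2 at -0.40 among the genes that passed.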

Many genes whose molecular action imparts in apoptosis were downregulated in the cells grown on 0.5 kPa substrate. Platinum drug-resistance genes including ERBB2, BCL2, MAP3K5, PIK3R1, and BIRC3 were significantly upregulated in SKOV-3 cells on soft substrates.

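Of these 5 genes, ERBB2 passed the test on 0.5 against 25 kPa, and the other 4 had higher mean levels on 0.5 kPa by amounts that did not pass. ERBB2 (ENSG00000141736, chromosome 17 from 39687914 to 39730426 of hg38), the receptor tyrosine kinase HER2, was at 4088 ± 195 CPM on 0.5 kPa, 3605 ± 446 on 4 kPa and 3021 ± 154 on 25 kPa (SD, n = 3). ERBB2 had a log2 fold change of 0.44 (standard error 0.09, adjusted p = 0.016 from edgeR's quasi-likelihood test for 0.5 against 25 kPa). BCL2 (ENSG00000171791, chromosome 18 from 63123346 to 63320128), which keeps mitochondria from releasing cytochrome c, was at 7.46 ± 0.93 CPM on 0.5 kPa, 6.21 ± 0.36 on 4 kPa and 5.61 ± 0.76 on 25 kPa. BCL2 had a log2 fold change of 0.41 (standard error 0.14, adjusted p = 0.092 from the same test). MAP3K5 (ENSG00000197442, chromosome 6 from 136557047 to 136792518), the stress-activated kinase ASK1, was at 23.5 ± 1.5 CPM on 0.5 kPa, 20.3 ± 2.3 on 4 kPa and 20.8 ± 0.79 on 25 kPa. MAP3K5 had a log2 fold change of 0.18 (standard error 0.10, adjusted p = 0.29 from the same test). PIK3R1 (ENSG00000145675, chromosome 5 from 68215720 to 68301821), the regulatory subunit p85 alpha of PI3-kinase, was at 112 ± 8.8 CPM on 0.5 kPa, 91.7 ± 18 on 4 kPa and 91.2 ± 9.8 on 25 kPa. PIK3R1 had a log2 fold change of 0.29 (standard error 0.13, adjusted p = 0.20 from the same test). BIRC3 (ENSG00000023445, chromosome 11 from 102317450 to 102339403), the inhibitor of apoptosis cIAP2, was at 15.1 ± 6.5 CPM on 0.5 kPa, 8.08 ± 2.0 on 4 kPa and 8.87 ± 0.11 on 25 kPa. BIRC3 had a log2 fold change of 0.77 (standard error 0.26, adjusted p = 0.11 from the same test). For 0.5 against 4 kPa the log2 fold changes of these genes, in the same order, were 0.18 (standard error 0.09), 0.26 (standard error 0.14), 0.22 (standard error 0.10), 0.28 (standard error 0.13) and 0.90 (standard error 0.27). Their adjusted p values in edgeR were 0.43, 0.42, 0.34, 0.36 and 0.14. Of 62 tested genes listed for platinum drug resistance, which were written after reading the paper, 1 was higher (ERBB2), 2 were lower, BIRC2 among them, and 59 did not pass (1 higher and 2 lower when adjusted over the list alone). Camera gave adjusted p = 0.69 for the list, and adjusted p = 0.85 with an estimated correlation. The call of ERBB2 was lost without single libraries (edgeR adjusted p = 0.080 without 0.5 kPa replicate 2, 0.066 without 25 kPa replicate 2, and 0.096 without 25 kPa replicate 4) and when counts were summed from transcripts (0.16). Limma on log2(FPKM + 1) without a filter did not call it either (adjusted p = 0.082), nor did edgeR with the replicate number as a block (adjusted p = 0.19). Lower genes of the list were 0 without 0.5 kPa replicate 1 or 2 or 25 kPa replicate 3 or 4 and 6 without 4 kPa replicate 3. Higher genes were 0 without 0.5 kPa replicate 2 or 25 kPa replicate 2 or 4 and 2 without 4 kPa replicate 3. Other settings called BIRC3 (DESeq2 adjusted p = 0.025, and edgeR without a count filter 0.0042) and PIK3R1 (edgeR without a count filter 0.036, and without 4 kPa replicate 3 0.034). The log2 fold change of BIRC3 was 0.37 without 0.5 kPa replicate 3. In its discussion the paper states that ERBB2 signaling goes with cisplatin resistance and that BCL2 can block p53-mediated apoptosis. It concludes that the cells on softer substrates resist chemotherapy because platinum drug-resistance genes are upregulated, together with ABCB1 and ABCB4.

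**Figure D6:**
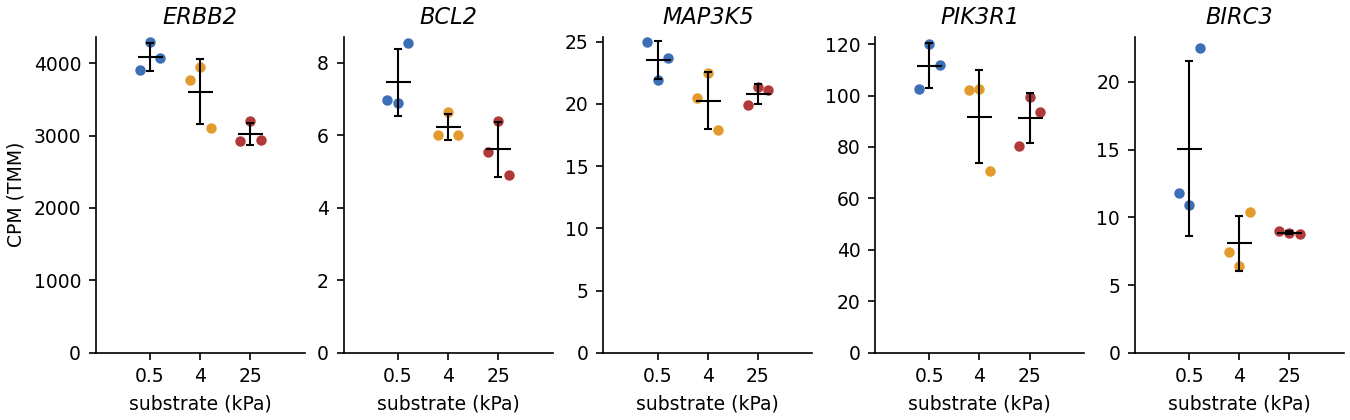
CPM (y axis, from 0) of ERBB2, BCL2, MAP3K5, PIK3R1 and BIRC3 in each library, by gel. Points are libraries and bars mean ± SD (n = 3), with ERBB2 at 4088 ± 195 CPM on 0.5 kPa and 3021 ± 154 on 25 kPa.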

**FIGURE 7:**
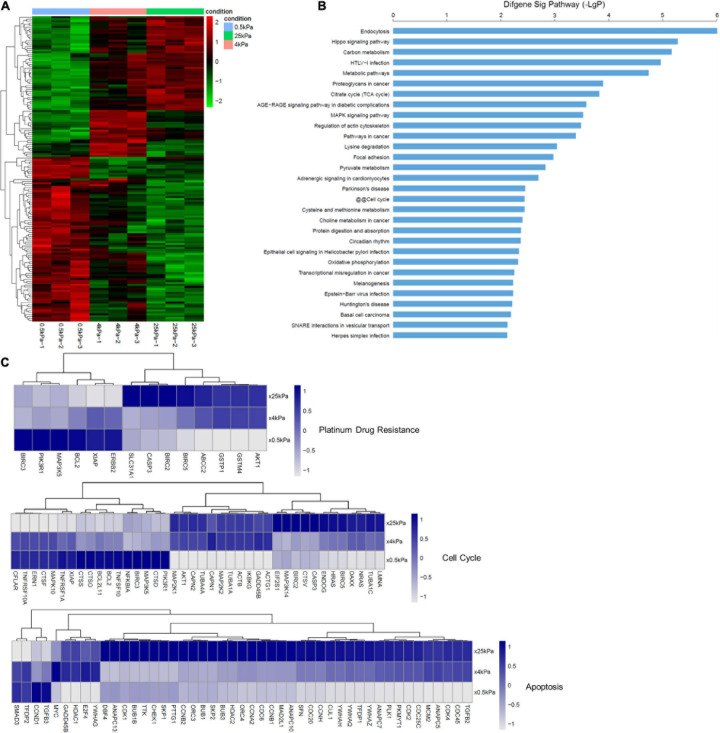
Substrate stiffness alters the expression of genes. **(A)** Changes in the SKOV-3 cell gene expression when cultured on substrates with different stiffness. **(B)** Significant pathways of differentially expressed genes in SKOV-3 cells on different substrates. **(C)** Expression levels of selected genes whose human orthologs are involved in platinum-based drug resistance, cell cycle, and apoptosis.

### Substrate Stiffness Affects the Expression of Multidrug Resistance Proteins

The ABC transporter (ATP-binding cassette transporter) superfamily is a group of transmembrane proteins and transporters that cause drug resistance by using ATP to excrete multiple anticancer drugs. After tumor cells develop resistance to a drug, they also develop resistance to drugs with different structures and mechanisms of action that they have not been exposed to, which is a phenomenon called multidrug resistance (MDR). Overexpression of ABC transporters is an important cause of MDR. Among the various ABC transporters, ABCB1 (MDR1) and ABCB4 (MDR3) are thought to play important roles in ovarian cancer. The results showed that the expression of ABCB1 and ABCB4 on the soft substrates was higher than that on rigid substrates (Figure 8). These results indicated that substrate stiffness affected the expression of genes related to multidrug resistance.

**FIGURE 8:**
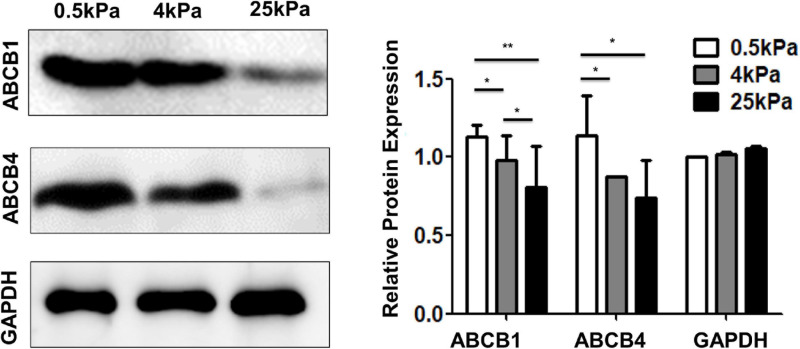
Substrate stiffness affects the expression of multidrug resistance proteins.

## Discussion

In this study, we demonstrated that the growth and the chemotherapeutic response of OCCs *in vitro* are markedly affected by substrate stiffness. It has previously been demonstrated that substrate stiffness can regulate proliferation in a variety of other cancer cells (Tilghman et al., 2010). In our study, the growth profiles of the human OCC line SKOV-3 were analyzed and the results showed increased proliferation and rapid cell cycle progression when cells were cultured on rigid substrates. In previous studies, it has been demonstrated that the expression of cyclin-D was upregulated and critical mitogenic signaling was promoted on rigid substrates (Schrader et al., 2011; Hui et al., 2017). YAP was noted as an oncogene in previous studies. The canonical mechanism of YAP regulation is a phosphorylation cascade in the Hippo pathway (Huang et al., 2005). YAP is inhibited through direct phosphorylation of the central components of the Hippo pathway including the Mst1/2 and Lats1/2 kinase cascades (Piccolo et al., 2014). Phosphorylated YAP localizes to the cytoplasm in an inactive state and dephosphorylated YAP enters the nucleus from the cytoplasm. In the nucleus, YAP mainly induces cell proliferation and the expression of anti-apoptotic genes by interacting with various transcription factors such as the TEA region (TEAD) family. Besides the canonical Hippo pathway, investigators have recently uncovered that YAP is regulated by different types of mechanical stimuli including physical stretching (Benham-Pyle et al., 2015), ECM topography (Aragona et al., 2013), and stiffness (Dupont et al., 2011) via Hippo-independent mechanisms. Here, we used confocal microscopy to visualize and quantify YAP localization in SKOV-3 cells grown on hydrogels of differing stiffness. The results showed that the levels of nuclear localization were positively correlated with the stiffness of the hydrogel substrates. Our data agree with similar findings from other studies linking YAP nuclear localization to greater proliferation on stiffer substrates. In the literature, cells cultured on rigid substrates showed high nuclear localization and elevated transcriptional activities of YAP, whereas, in cells that were gown on softer substrates, YAP translocated to the cytoplasm and was inactivated (Zhao et al., 2012; Totaro et al., 2017). Studies suggest that the inhibition of YAP interaction with its transcriptional partners is a potential strategy for cancer therapy. Verteporfin (VP), used clinically for the treatment of macular degeneration, has been proven to inhibit the interaction between YAP and TEAD and has shown potential as an anticancer treatment. Liu-Chittenden et al. (2012) showed that VP could disrupt the TEAD-YAP association and inhibit YAP-induced liver overgrowth. It was also observed that VP could effectively reduce proliferation and inhibit the growth of OCCs *in vivo* and *in vitro* (Feng et al., 2016). Our findings combined with those of the previously mentioned studies indicate that targeting YAP signaling may be a promising therapy strategy against stiffness-induced proliferation.

AFM-based nanomechanical studies have revealed that cellular mechanical properties are closely related to certain disease states. Many studies have reported that cancer cells are physically softer than normal cells (Lekka, 2016; Alibert et al., 2017) and metastatic cancer cells are more mechanically compliant than their non-metastatic counterparts (Li et al., 2008; Xu et al., 2012; Park, 2016). Recent AFM experiments investigating the mechanical properties of chemo-sensitive and resistant cancer cells have contributed to unraveling the multifaceted nature of chemotherapeutic resistance. Sharma et al. (2014) demonstrated that cisplatin-resistant OCCs (OVCAR5-CisR and SKOV3-CisR) were much stiffer than their cisplatin-sensitive counterparts (OVCAR5 and SKOV-3, respectively). Moreover, their results indicated that cisplatin resistance correlates with the dynamic reorganization of actin filaments and nano-mechanical compliance (Sharma et al., 2014). Studies have shown that paclitaxel and cisplatin induce an increase in the stiffness of cancer cells (Ren et al., 2015). In addition, cisplatin-sensitive OCCs (A2780) showed a dose-dependent increase in cell stiffness after cisplatin treatment, while resistant cells (A7890cis) were unaffected. However, one study showed that cisplatin- and paclitaxel-resistant OCCs were softer than drug-sensitive cells (Kapoor et al., 2018). Seo et al. (2015) found that there was a bimodal distribution in the histogram of mechanical stiffness. This bimodal distribution implies the existence of two different subpopulations. The peak of the lower stiffness almost overlapped with the average mechanical stiffness of sensitive cells. All these findings demonstrated that cellular nano-mechanical studies help to reveal how cancer cells acquire drug resistance. However, most of these experiments were performed on plastic Petri dishes, whose mechanical properties are very different from those of natural tissues. The elastic properties of cells are mainly affected by their intracellular actin cytoskeleton. Cytoskeletal reorganization is responsible for changes in cellular elastic modulus. In addition, microtubules and intermediate filaments such as vimentin and keratin play crucial roles in the elastic properties of cells (Wu et al., 1998; Beil et al., 2003). Our study demonstrated that the organization and expression of various cytoskeleton components, including F-actin, microtubulin, and vimentin, varied with changes in substrate stiffness. Our results showed that OCCs grown on softer substrates with a lower elastic modulus and were less sensitive to chemotherapeutic agents. The literature regarding the response to mechanical changes of cancer cells and their normal counterparts to different gel substrate stiffnesses reported that cancer cells were less susceptible to changes in substrate when substrate stiffness was increased compared to their normal counterparts. Our study, combined with those previously mentioned, indicates that research into the effect of different substrate stiffness on the mechanical properties of drug-sensitive and drug-resistant cancer cells is of great significance in understanding the underlying mechanisms of chemoresistance from a nanomechanical perspective.

The EMT is a process by which epithelial cancer cells lose cell-cell adhesion, apical-basal polarity, and acquire a spindle-like morphology. Epithelial markers such as E-cadherin, cytokeratins, and occludin are downregulated. Meanwhile, mesenchymal markers such as N-cadherin and vimentin are upregulated (Thompson et al., 2005; Taube et al., 2010). EMT can be activated not only by a variety of signaling pathways such as TGF-β, EGF, miRNA, AKT, and PI3K but also by changes in ECM stiffness and endogenous mechanical stress (De Craene and Berx, 2013). It has been previously demonstrated that substrate stiffness can promote EMT in multiple cancer cell lines (Schrader et al., 2011; Rice et al., 2017). The stiffness of metastatic microenvironments is significantly lower than that of the primary tumor tissue. In this study, we utilized polyacrylamide hydrogels with elastic properties that mimic tumor tissue and tissues commonly metastasized by OCCs to investigate the role of ECM stiffness in promoting OCC malignancy. We have demonstrated that changes in cellular morphology and the expression of a variety of molecules were all indicative of EMT following culture on gels of lower rigidity. The cellular morphology changed to a spindle-like shape, while epithelial markers including E-cadherin and β-catenin were downregulated, and mesenchymal markers such as vimentin were upregulated in softer environments. Our findings suggest that a reduction in the stiffness of the cancer cell niche, as would be encountered by disseminated or metastatic OCCs, would be sufficient to promote EMT.

In the context of cancer, the EMT mechanism is crucial for cancer initiation and metastasis. Growing evidence demonstrates that apart from contributing to cancer progression, EMT can promote chemotherapy resistance in OCCs. The epithelial marker E-cadherin is downregulated and the mesenchymal marker vimentin is upregulated in paclitaxel-resistant epithelial OCCs (NOS-PR, TAOV-PR, and SKOV-3) (Kajiyama et al., 2007). It was demonstrated that an increase in the expression of miR-181a-induced EMT in OCCs mediated resistance to paclitaxel-based therapies (Li et al., 2016). Twist1 is a highly evolutionally conserved basic Helix-Loop-Helix transcriptional factor (bHLH). Many studies have highlighted the role of in promoting cancer cell EMT (Watanabe et al., 2004; Yang et al., 2004). A study showed that miR-186 regulation of Twist1 can be seen as a promising strategy to sensitize OCCs that have undergone EMT and chemotherapy-induced resistance (Zhu et al., 2016). Recent studies have demonstrated that cancer cells acquire chemoresistance based on the substrate stiffness-induced EMT. Rice et al. (2017) demonstrated that substrate stiffness induced EMT and promoted chemoresistance in pancreatic cancer cells. Our results suggest that a stiff environment promotes epithelial phenotypes in OCCs, whereas low stiffness induces mesenchymal phenotypes. We further investigated whether EMT affected OCC susceptibility to chemotherapy. We found that the chemosensitivity of SKOV-3 cells to cisplatin and paclitaxel decreased as the substrate softened. Our findings highlighted that substrate stiffness plays an important role in EMT and subsequent chemotherapeutic resistance.

There are a variety of EMT-driven mechanisms that lead to the acquisition of chemoresistance such as lower drug uptake, higher drug efflux, higher DNA repair capacity, and decreased apoptosis (Loret et al., 2019). In our study, the results of mRNA microarray analysis showed that platinum drug-resistance genes including ERBB2, BCL-2, MAP3K5, PIK3R1, and BIRC3 are significantly upregulated in SKOV-3 cells on soft substrates. Avian erythroblastosis oncogene B2 (ERBB2) also known as human epidermal growth factor receptor 1 (HER2) signaling is highly correlated with cisplatin-resistance in OCCs and tumors (Harris et al., 2019). BCL-2, anti-apototic protein, can block p53-mediated apoptosis (Kassim et al., 1999; Dai et al., 2017) and involve in AKT-regulated cell survival in cisplatin resistant EOC (Dai et al., 2017). It is a potential predictor of cisplatin-resistance in EOC. ABC transporters exclude drugs from the cytoplasm and move them to the extracellular environment using the energy provided by ATP hydrolysis. EMT transcription factors can induce the expression of ABC transporters. ABCB1 (MDR1), encoding p-glycoprotein (PgP) is the most studied ABC transporter and the first to be identified to selectively confer MDR by directly pumping out anticancer drugs, including paclitaxel, doxorubicin, topotecan, docetaxel (Juliano and Ling, 1976; Bourhis et al., 1989; Veneroni et al., 1994). Recent studies indicate that expression of ABCB1 is a useful predictor of paclitaxel resistant for patients with ovarian cancer (Kamazawa et al., 2002; Haque et al., 2020). ABCB1 was expressed at higher levels in more mesenchymal and therapy-resistant OCC lines, than in more epithelial and chemo-sensitive cell lines (Feng et al., 2017; Zhang et al., 2018). Furthermore, ABCB4 (MDR3) is also linked with chemotherapy resistance and is increased in recurrent ovarian cancers (Duan et al., 2004). Paclitaxel-resistant cell lines overexpress both ABCB1 and ABCB4 (Januchowski et al., 2014). Correlation analyses showed a high correlation between MDR3 expression and resistance to paclitaxel and doxorubicin *in vitro*. Our data showed that cells cultured on softer gels expressed more ABCB1 and ABCB4, which coincidentally were more mesenchymal and therapy-resistant. These results suggest that EMT promotes chemoresistance in SKOV-3 cells on soft substrates via the upregulation of ABCB1 and ABCB4.

## Conclusion

In conclusion, our study showed that increasing substrate stiffness promotes the proliferation of SKOV-3 cells and the nuclear localization of YAP. Conversely, a soft environment (as might be encountered by disseminated or metastatic OCCs) induces EMT and chemoresistance. Chemoresistance in SKOV-3 cells on softer substrates was due to the upregulation of platinum drug-resistant genes, ABCB1, and ABCB4. These findings provide new therapeutic targets for future anti-cancer drug designs.

## Data Availability Statement

The data presented in this study are deposited in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178888.

## Author Contributions

YF: cell culture, western immunoblotting, data analysis, and manuscript writing. QS: research supervision, cell culture, proliferation and cytotoxicity analysis, AFM experimental implementation, statistical analysis of data, manuscript writing, and critical review and revision. XLa: cell culture, immunofluorescence staining, cell staining, and ESEM imaging. JF: technical adviser, data analysis, and statistical analysis of data. ZA: MATLAB code writing and data analysis. XLn: mRNA microarray analysis. JW: research supervision, and manuscript critical review and revision. All the authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The handling editor declared a past co-authorship with one of the authors JF.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] AlibertC.GoudB.MannevilleJ. (2017). Are cancer cells really softer than normal cells? *Biol. Cell* 109 167–189. 10.1111/boc.201600078 28244605

[B2] AragonaM.PancieraT.ManfrinA.GiulittiS.MichielinF.ElvassoreN. (2013). A mechanical checkpoint controls multicellular growth through YAP/TAZ regulation by actin-processing factors. *Cell* 154 1047–1059. 10.1016/j.cell.2013.07.042 23954413

[B3] BeilM.MicouletA.von WichertG.PaschkeS.WaltherP.OmaryM. B. (2003). Sphingosylphosphorylcholine regulates keratin network architecture and visco-elastic properties of human cancer cells. *Nat. Cell Biol.* 5 803–811. 10.1038/ncb1037 12942086

[B4] Benham-PyleB. W.PruittB. L.NelsonW. J. (2015). Mechanical strain induces E-cadherin-dependent Yap1 and β-catenin activation to drive cell cycle entry. *Science* 348 1024–1027. 10.1126/science.aaaa455926023140PMC4572847

[B5] BourhisJ.GoldsteinL. J.RiouG.PastanI.GottesmanM. M.BénardJ. (1989). Expression of a human multidrug resistance gene in ovarian carcinomas. *Cancer Res.* 49 5062–5065.2766278

[B6] CorreiaA. L.BissellM. J. (2012). The tumor microenvironment is a dominant force in multidrug resistance. *Drug Resist. Updat.* 15 39–49. 10.1016/j.drup.2012.01.006 22335920PMC3658318

[B7] DaiY.JinS.LiX.WangD. (2017). The involvement of Bcl-2 family proteins in AKT-regulated cell survival in cisplatin resistant epithelial ovarian cancer. *Oncotarget* 8 1354–1368. 10.18632/oncotarget.13817 27935869PMC5352061

[B8] De CraeneB.BerxG. (2013). Regulatory networks defining EMT during cancer initiation and progression. *Nat. Rev. Cancer* 13 97–110. 10.1038/nrc3447 23344542

[B9] DuanZ.BrakoraK. A.SeidenM. V. (2004). Inhibition of ABCB1 (MDR1) and ABCB4 (MDR3) expression by small interfering RNA and reversal of paclitaxel resistance in human ovarian cancer cells. *Mol. Cancer Ther.* 3 833–838. 10.1016/j.lungcan.2004.01.008 15252144

[B10] DupontS.MorsutL.AragonaM.EnzoE.GiulittiS.CordenonsiM. (2011). Role of YAP/TAZ in mechanotransduction. *Nature* 474 179–183. 10.1038/nature10137 21654799

[B11] ErkanM.HausmannS.MichalskiC. W.FingerleA. A.DobritzM.KleeffJ. (2012). The role of stroma in pancreatic cancer: diagnostic and therapeutic implications. *Nat. Rev. Gastroenterol. Hepatol.* 9 454–467. 10.1038/nrgastro.2012.115 22710569

[B12] FengJ.GouJ.JiaJ.YiT.CuiT.LiZ. (2016). Verteporfin, a suppressor of YAP-TEAD complex, presents promising antitumor properties on ovarian cancer. *Onco. Targets Ther.* 9 5371–5381. 10.2147/ott.S109979 27621651PMC5010158

[B13] FengJ. T.TangY.XuY. G.SunQ. M.LiaoF. L.HanD. (2013). Substrate stiffness influences the outcome of antitumor drug screening *in vitro*. *Clin. Hemorheol. Micro.* 55 121–131. 10.3233/Ch-131696 23445634

[B14] FengT.WangY.LangY.ZhangY. (2017). KDM5A promotes proliferation and EMT in ovarian cancer and closely correlates with PTX resistance. *Mol. Med. Rep.* 16 3573–3580. 10.3892/mmr.2017.6960 28714030

[B15] FletcherD. A.MullinsR. D. (2010). Cell mechanics and the cytoskeleton. *Nature* 463 485–492. 10.1038/nature08908 20110992PMC2851742

[B16] FloreaA. M.BüsselbergD. (2011). Cisplatin as an anti-tumor drug: cellular mechanisms of activity, drug resistance and induced side effects. *Cancers* 3 1351–1371. 10.3390/cancers3011351 24212665PMC3756417

[B17] FraserM.BaiT.TsangB. K. (2008). Akt promotes cisplatin resistance in human ovarian cancer cells through inhibition of p53 phosphorylation and nuclear function. *Int. J. Cancer* 122 534–546. 10.1002/ijc.23086 17918180

[B18] GalluzziL.SenovillaL.VitaleI.MichelsJ.MartinsI.KeppO. (2012). Molecular mechanisms of cisplatin resistance. *Oncogene* 31 1869–1883. 10.1038/onc.2011.384 21892204

[B19] HaqueA.SaitK.AlamQ.AlamM. Z.RasoolM. (2020). MDR1 Gene polymorphisms and its association with expression as a clinical relevance in terms of response to chemotherapy and prognosis in ovarian cancer. *Front. Genet.* 11:516. 10.3389/fgene.2020.00516 32528530PMC7264409

[B20] HarrisF. R.ZhangP.YangL.HouX.LeventakosK.WerohaS. J. (2019). Targeting HER2 in patient-derived xenograft ovarian cancer models sensitizes tumors to chemotherapy. *Mol. Oncol.* 13 132–152. 10.1002/1878-0261.12414 30499260PMC6360362

[B21] HazlehurstL. A.ArgilagosR. F.DaltonW. S. (2007). Beta1 integrin mediated adhesion increases Bim protein degradation and contributes to drug resistance in leukaemia cells. *Br. J. Haematol.* 136 269–275. 10.1111/j.1365-2141.2006.06435.x 17233818

[B22] HazlehurstL. A.DamianoJ. S.BuyuksalI.PledgerW. J.DaltonW. S. (2000). Adhesion to fibronectin via beta1 integrins regulates p27kip1 levels and contributes to cell adhesion mediated drug resistance (CAM-DR). *Oncogene* 19 4319–4327. 10.1038/sj.onc.1203782 10980607

[B23] HorwitzS. B. (1992). Mechanism of action of taxol. *Trends Pharmacol. Sci.* 13 134–136. 10.1016/0165-6147(92)90048-b1350385

[B24] HuangJ.WuS.BarreraJ.MatthewsK.PanD. (2005). The Hippo signaling pathway coordinately regulates cell proliferation and apoptosis by inactivating Yorkie, the Drosophila Homolog of YAP. *Cell* 122 421–434. 10.1016/j.cell.2005.06.007 16096061

[B25] HuiL.ZhangJ.DingX.GuoX.JiangX. (2017). Matrix stiffness regulates the proliferation, stemness and chemoresistance of laryngeal squamous cancer cells. *Int. J. Oncol.* 50 1439–1447. 10.3892/ijo.2017.3877 28259905

[B26] JanuchowskiR.WojtowiczK.AndrzejewskaM.ZabelM. (2014). Expression of MDR1 and MDR3 gene products in paclitaxel-, doxorubicin- and vincristine-resistant cell lines. *Biomed. Pharmacother.* 68 111–117. 10.1016/j.biopha.2013.09.004 24140176

[B27] JemalA.SiegelR.XuJ.WardE. (2010). Cancer statistics, 2010. *CA Cancer J Clin* 60 277–300. 10.3322/caac.20073 20610543

[B28] JulianoR. L.LingV. (1976). A surface glycoprotein modulating drug permeability in chinese hamster ovary cell mutants. *Biochim. Biophys. Acta*. 455 152–162. 10.1016/0005-2736(76)90160-7990323

[B29] KajiyamaH.ShibataK.TerauchiM.YamashitaM.InoK.NawaA. (2007). Chemoresistance to paclitaxel induces epithelial-mesenchymal transition and enhances metastatic potential for epithelial ovarian carcinoma cells. *Int. J. Oncol.* 31 277–283. 10.3892/ijo.31.2.27717611683

[B30] KamazawaS.KigawaJ.KanamoriY.ItamochiH.SatoS.IbaT. (2002). Multidrug resistance gene-1 is a useful predictor of paclitaxel-based chemotherapy for patients with ovarian cancer. *Gynecol. Oncol.* 86 171–176. 10.1006/gyno.2002.6738 12144824

[B31] KapoorA.BaraiA.ThakurB.DasA.PatwardhanS. R.MonteiroM. (2018). Soft drugresistant ovarian cancer cells migrate via two distinct mechanisms utilizing myosin II based contractility. *Biochim. Biophys. Acta.* 1865 392–405. 10.1016/j.bbamcr.2017.11.012 29175377

[B32] KassimS. K.AliH. S.SallamM. M.FayedS. T.SeadaL. S.Abd-ElkawyE. (1999). Increased bcl-2 expression is associated with primary resistance to chemotherapy in human epithelial ovarian cancer. *Clin. Biochem.* 32 333–338. 10.1016/s0009-9120(99)00026-010480447

[B33] KharaishviliG.SimkovaD.BouchalovaK.GachechiladzeM.NarsiaN.BouchalJ. (2014). The role of cancer-associated fibroblasts, solid stress and other microenvironmental factors in tumor progression and therapy resistance. *Cancer Cell Int.* 14:41. 10.1186/1475-2867-14-41 24883045PMC4038849

[B34] LandowskiT. H.OlashawN. E.AgrawalD.DaltonW. S. (2003). Cell adhesion-mediated drug resistance (CAM-DR) is associated with activation of NF-kappa B (RelB/p50) in myeloma cells. *Oncogene* 22 2417–2421. 10.1038/sj.onc.1206315 12717418

[B35] LekkaM. (2016). Discrimination between normal and cancerous cells using AFM. *Bionanoscience* 6 65–80. 10.1007/s12668-016-0191-3 27014560PMC4778153

[B36] LeventalI.GeorgesP. C.JanmeyP. A. (2007). Soft biological materials and their impact on cell function. *Soft Matter* 3 299–306. 10.1039/b610522j 32900146

[B37] LeventalK. R.YuH.KassL.LakinsJ. N.EgebladM.ErlerJ. T. (2009). Matrix crosslinking forces tumor progression by enhancing integrin signaling. *Cell* 139 891–906. 10.1016/j.cell.2009.10.027 19931152PMC2788004

[B38] LiL.XuQ. H.DongY. H.LiG. X.LiH. Y. (2016). MiR-181a upregulation is associated with epithelial-To-mesenchymal transition (EMT) and multidrug resistance (MDR) of ovarian cancer cells. *Eur. Rev. Med. Pharmacol. Sci.* 20 2004–2010.27249598

[B39] LiQ. S.LeeG.OngC. N.LimC. T. (2008). AFM indentation study of breast cancer cells. *Biochem. Biophys. Res. Commun.* 374 609–613. 10.1016/j.bbrc.2008.07.078 18656442

[B40] LiuC.LiuY.XieH. G.ZhaoS.XuX. X.FanL. X. (2015). Role of three-dimensional matrix stiffness in regulating the chemoresistance of hepatocellular carcinoma cells. *Biotechnol. Appl. Biochem.* 62 556–562. 10.1002/bab.1302 25274163

[B41] LiuC. Y.LiX.HuaW. D.LiJ. J.HanX. X.HaQ. (2016). Porous matrix stiffness modulates response to targeted therapy in breast carcinoma. *Small* 12 4675–4681. 10.1002/smll.201601365 27295361

[B42] Liu-ChittendenY.HuangB.ShimJ. S.ChenQ.LeeS. J.AndersR. A. (2012). Genetic and pharmacological disruption of the TEAD-YAP complex suppresses the oncogenic activity of YAP. *Genes Dev.* 26 1300–1305. 10.1101/gad.192856.112 22677547PMC3387657

[B43] LoretN.DenysH.TummersP.BerxG. (2019). The role of epithelial-to-mesenchymal plasticity in ovarian cancer progression and therapy resistance. *Cancers* 11:838. 10.3390/cancers11060838 31213009PMC6628067

[B44] McKenzieA. J.HicksS. R.SvecK. V.NaughtonH.EdmundsZ. L.HoweA. K. (2018). The mechanical microenvironment regulates ovarian cancer cell morphology, migration, and spheroid disaggregation. *Sci. Rep.* 8:7228. 10.1038/s41598-018-25589-0 29740072PMC5940803

[B45] MorG.AlveroA. (2013). The duplicitous origin of ovarian cancer. *Rambam Maimonides Med. J.* 4:e0006. 10.5041/RMMJ.10106 23908856PMC3678912

[B46] NiemanK. M.KennyH. A.PenickaC. V.LadanyiA.Buell-GutbrodR.ZillhardtM. R. (2011). Adipocytes promote ovarian cancer metastasis and provide energy for rapid tumor growth. *Nat. Med.* 17 1498–1503. 10.1038/nm.2492 22037646PMC4157349

[B47] OstmanA. (2012). The tumor microenvironment controls drug sensitivity. *Nat. Med.* 18 1332–1334. 10.1038/nm.2938 22961158

[B48] ParkS. (2016). Nano-mechanical phenotype as a promising biomarker to evaluate cancer development, progression, and anti-cancer drug efficacy. *J. Cancer Prev.* 21 73–80. 10.15430/JCP.2016.21.2.73 27390735PMC4933430

[B49] PiccoloS.DupontS.CordenonsiM. (2014). The biology of YAP/TAZ: hippo signaling and beyond. *Physiol. Rev.* 94 1287–1312. 10.1152/physrev.00005.2014 25287865

[B50] RenJ.HuangH.LiuY.ZhengX.ZouQ. (2015). An atomic force microscope study revealed two mechanisms in the effect of anticancer drugs on rate-dependent young’s modulus of human prostate cancer cells. *PLoS One* 10:e0126107. 10.1371/journal.pone.0126107 25932632PMC4416805

[B51] RiceA. J.CortesE.LachowskiD.CheungB. C. H.KarimS. A.MortonJ. P. (2017). Matrix stiffness induces epithelial–mesenchymal transition and promotes chemoresistance in pancreatic cancer cells. *Oncogenesis* 6:e352. 10.1038/oncsis.2017.54 28671675PMC5541706

[B52] SchraderJ.Gordon-WalkerT. T.AucottR. L.van DeemterM.QuaasA.WalshS. (2011). Matrix stiffness modulates proliferation, chemotherapeutic response, and dormancy in hepatocellular carcinoma cells. *Hepatology* 53 1192–1205. 10.1002/hep.24108 21442631PMC3076070

[B53] SeoY. H.JoY. N.OhY. J.ParkS. (2015). Nano-mechanical reinforcement in drug-resistant ovarian cancer cells. *Biol. Pharm. Bull.* 38 389–395. 10.1248/bpb.b14-00604 25757920

[B54] SethiT.RintoulR. C.MooreS. M.MacKinnonA. C.SalterD.ChooC. (1999). Extracellular matrix proteins protect small cell lung cancer cells against apoptosis: a mechanism for small cell lung cancer growth and drug resistance *in vivo*. *Nat. Med.* 5 662–668. 10.1038/9511 10371505

[B55] SharmaS.SantiskulvongC.RaoJ.GimzewskiJ. K.DorigoO. (2014). The role of Rho GTPase in cell stiffness and cisplatin resistance in ovarian cancer cells. *Integr. Biol.* 6 611–617. 10.1039/c3ib40246k 24718685

[B56] ShiL.ShiS.LiJ.SunQ.FengK.ChenP. (2010). AFM and fluorescence imaging of nanomechanical response in periodontal ligament cells. *Front. Biosci.* 2:1028–41. 10.2741/e161 20515773

[B57] TajikA.ZhangY. J.WeiF. X.SunJ.JiaQ.ZhouW. W. (2016). Transcription upregulation via force-induced direct stretching of chromatin. *Nat. Mater.* 15 1287–1296. 10.1038/Nmat4729 27548707PMC5121013

[B58] TaubeJ. H.HerschkowitzJ. I.KomurovK.ZhouA. Y.GuptaS.YangJ. (2010). Core epithelial-to-mesenchymal transition interactome gene-expression signature is associated with claudin-low and metaplastic breast cancer subtypes. *Proc. Natl. Acad. Sci. U. S. A.* 107 15449–15454. 10.1073/pnas.1004900107 20713713PMC2932589

[B59] ThompsonE. W.NewgreenD. F.TarinD. (2005). Carcinoma invasion and metastasis: a role for epithelial-mesenchymal transition? *Cancer Res.* 65 5991–5995. 10.1158/0008-5472.CAN-05-0616 16024595

[B60] TilghmanR. W.CowanC. R.MihJ. D.KoryakinaY.GioeliD.Slack-DavisJ. K. (2010). Matrix rigidity regulates cancer cell growth and cellular phenotype. *PLoS One* 5:e12905. 10.1371/journal.pone.0012905 20886123PMC2944843

[B61] TotaroA.CastellanM.BattilanaG.ZanconatoF.AzzolinL.GiulittiS. (2017). YAP/TAZ link cell mechanics to notch signalling to control epidermal stem cell fate. *Nat. Commun.* 8:15206. 10.1038/ncomms15206 28513598PMC5442321

[B62] VeneroniS.ZaffaroniN.DaidoneM. G.BeniniE.VillaR.SilvestriniR. (1994). Expression of p-glycoprotein and *in vitro* or *in vivo* resistance to doxorubicin and cisplatin in breast and ovarian cancers. *Eur. J. Cancer* 30A 1002–1007. 10.1016/0959-8049(94)90132-57946563

[B63] WalkerJ. L.PowellC. B.ChenL. M.CarterJ.Bae JumpV. L.ParkerL. P. (2015). Society of gynecologic oncology recommendations for the prevention of ovarian cancer. *Cancer* 121 2108–2120. 10.1002/cncr.29321 25820366

[B64] WatanabeO.ImamuraH.ShimizuT.KinoshitaJ.OkabeT.HiranoA. (2004). Expression of twist and wnt in human breast cancer. *Anticancer Res.* 24 3851–3856.15736421

[B65] WuH. W.KuhnT.MoyV. T. (1998). Mechanical properties of L929 cells measured by atomic force microscopy: effects of anticytoskeletal drugs and membrane crosslinking. *Scanning* 20 389–397. 10.1002/sca.1998.4950200504 9737018

[B66] WuP.GaoW.SuM.NiceE. C.ZhangW.LinJ. (2021). Adaptive mechanisms of tumor therapy resistance driven by tumor microenvironment. *Front Cell Dev. Biol.* 9:641469. 10.3389/fcell.2021.641469 33732706PMC7957022

[B67] XuW.RomanM.ByungkyuK.WangL.JohnM.ToddS. (2012). Cell stiffness is a biomarker of the metastatic potential of ovarian cancer cells. *PLoS One* 7:e46609. 10.1371/journal.pone.0046609 23056368PMC3464294

[B68] YangJ.ManiS. A.DonaherJ. L.RamaswamyS.ItzyksonR. A.ComeC. (2004). Twist, a master regulator of morphogenesis, plays an essential role in tumor metastasis. *Cell* 117 927–939. 10.1016/j.cell.2004.06.006 15210113

[B69] YangJ.ZamanM. M.VlasakovI.RoyR.HuangL.MartinC. R. (2019). Adipocytes promote ovarian cancer chemoresistance. *Sci. Rep.* 9:13316. 10.1038/s41598-019-49649-1 31527632PMC6746782

[B70] YangQ.HuangJ.WuQ.CaiY.ZhuL.LuX. (2014). Acquisition of epithelial-mesenchymal transition is associated with Skp2 expression in paclitaxel-resistant breast cancer cells. *Br. J. Cancer* 110 1958–1967. 10.1038/bjc.2014.136 24642627PMC3992499

[B71] YangX.FraserM.MollU. M.BasakA.TsangB. K. (2006). Akt-mediated cisplatin resistance in ovarian cancer: modulation of p53 action on caspase-dependent mitochondrial death pathway. *Cancer Res.* 66 3126–3136. 10.1158/0008-5472.Can-05-0425 16540663

[B72] ZhangY.HuangS.GuoY.LiL. (2018). MiR-1294 confers cisplatin resistance in ovarian cancer cells by targeting IGF1R. *Biomed. Pharmacother.* 106 1357–1363. 10.1016/j.biopha.2018.07.059 30119207

[B73] ZhaoB.LiL.WangL.WangC. Y.YuJ.GuanK. L. (2012). Cell detachment activates the Hippo pathway via cytoskeleton reorganization to induce anoikis. *Genes Dev.* 26 54–68. 10.1101/gad.173435.111 22215811PMC3258966

[B74] ZhuX.ShenH.YinX.LongL.XieC.LiuY. (2016). MiR-186 regulation of Twist1 and ovarian cancer sensitivity to cisplatin. *Oncogene* 35 323–332. 10.1038/onc.2015.84 25867064

How the deposited data were processed for this re-analysis (not part of the article)

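RNA of SKOV-3 cells grown for 3 days on hydrogels of 0.5, 4 and 25 kPa was sequenced in 3 libraries per gel, 9 in all. The paper's results call this a microarray analysis, and its methods describe sequencing with poly(A) selection and a TruSeq kit. The sample labels name a NEBNext Ultra kit. The submitters' processing notes name FastQC 0.11.5, HISAT2 2.1.0, bcl2fastq and the genome build hg38. The counting program, its strand setting and the gene annotation are not given in the sources used here. The authors deposited whole-number counts per gene, and FPKM values for the same 36343 genes. For genes above 500 counts each FPKM value was checked to equal the count divided by the column total and by a single length per gene. The authors also deposited estimated counts per transcript, as whole numbers that sum to 3.57 times the gene counts. Those are not counts of separate fragments and were used only in an alternative, summed per gene. The tables hold 3 further columns of per-sample values that matched no sample and were not used. Columns were matched to samples by their titles, in which 0.5 kPa is written as 1_2kPa, and the labels of these libraries give 0.5 kPa. Of 65 symbols that stand on more than 1 row, the row with the most counts was used for a named gene.

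From the counts, edgeR 4.0.16 in R 4.3.3 kept 16335 genes by filterByExpr, scaled the libraries by TMM and fitted all 9 together, so that the gels share an estimate of the spread. Its quasi-likelihood test compared 0.5 with 25 kPa, 0.5 with 4 kPa, 4 with 25 kPa, and the 4 kPa level with the midpoint of the other gels. Each comparison was adjusted by the Benjamini-Hochberg method over the genes tested. Total counts were 19609740 to 21033433 per library, so depth hardly differed between gels. Log2 CPM values used a prior count of 2. Lists were tested with camera (preset correlation 0.01, and estimated) and fry of limma 3.58.1, over 111 tests of the 37 lists with at least 3 tested genes in 3 comparisons. A one-sided Fisher exact test counted their members among the genes changed at least 2-fold. Of the 111 tests, 49 passed in camera with the preset correlation and 0 with the estimated correlation (17 at an unadjusted p under 0.05). In fry 22 passed. Fry tests whether the genes of a list move one way on balance and does not compare them with other genes. Distances between gels were compared by an exact permutation test. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

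The samples, the tests, 38 gene lists and most alternatives were fixed in advance. Named genes are the 10 with the largest rise and the 10 with the largest fall in each comparison among called genes with a mean of at least 5 CPM and no overlap between the libraries of both groups. Added to these are every gene that the paper names or shows in Fig. 7C, and up to 4 called members of each list with the smallest adjusted p for 0.5 against 25 kPa. Further genes named, such as members of the 25 genes highest on 4 kPa, were chosen after their values were seen. With 3 libraries against 3, chance alone leaves 10% of genes without overlap. Alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, no count filter, a filter of 10 counts in every library, the replicate number as a block, and limma on the deposited FPKM values with pseudocounts of 1 and 0.1, with or without a minimum mean FPKM of 1. Others were transcript counts summed per gene, a fit of only the 6 libraries compared, each library left out in turn, and unadjusted p. Leaving out the replicate 3 libraries of 0.5 and 4 kPa together, leaving out mitochondrial genes and the position of the 4 kPa level were added after seeing the data.

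The edgeR test was tried on simulated counts over 16066 genes, with 200 genes changed by known folds in the 0.5 kPa libraries. The changed genes were drawn from those with a mean of at least 5 CPM, so recovery of lower genes was not measured. Each gene was simulated on its own, without deviations that many genes of a library share. For 0.5 against 25 kPa it recovered 88.1% of the genes changed 1.5-fold and 100% of those changed 2-fold or 4-fold, with 16 false calls. For 0.5 against 4 kPa it recovered 94.0% at 1.5-fold and 100% at 2-fold and 4-fold, with 13 false calls. All pairs of libraries of a gel differed by more than sampling noise (chi-square per degree of freedom 3.34 to 28.1), which does not show that their cultures were separate. Each library was treated as a replicate. Values of some single genes are not reported here.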

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

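All tests of explanations in this part, and the bounds that decide them, were set after the results they bear on had been seen. Genes of groups that the paper does not discuss passed edgeR's test. On 0.5 kPa, 11 of 24 genes of cholesterol synthesis were lower and 6 of 34 interferon-stimulated genes higher than on 25 kPa. Of 13 mitochondrial transcripts, 6 were higher on 0.5 than on 25 kPa and 10 higher on 0.5 than on 4 kPa. A further 25 genes were higher on 4 kPa than on both other gels. The lower cholesterol genes were 2 without 25 kPa replicate 4, 5 without 0.5 kPa replicate 3, 6 without 25 kPa replicate 2 or 3, and 7 without 0.5 kPa replicate 2, and the higher interferon-stimulated genes 3 without 0.5 kPa replicate 1 or 25 kPa replicate 4. The higher mitochondrial transcripts were 2 without 0.5 kPa replicate 2 or 25 kPa replicate 2 or 4 and 3 without 0.5 kPa replicate 1 or 3 or 25 kPa replicate 3 against 25 kPa, and 3 without 4 kPa replicate 2, 4 without 4 kPa replicate 1, and 6 without 0.5 kPa replicate 2 or 25 kPa replicate 4 against 4 kPa.

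The 25 genes highest on 4 kPa include the immediate early genes EGR1 and FOS and the YAP targets CTGF and CYR61, and their median log2 fold change was 0.89 for 4 against 25 kPa. The tables argue against a single high library, since the fits without 4 kPa replicate 1, 2 or 3 called 23, 16 and 33 genes highest on 4 kPa, chosen anew from all genes, 21, 16 and 24 of them among the 25. They also argue against gene length, since 480 genes of matched length had a median of -0.012. Handling at harvest stays open: immediate early genes respond within minutes, and the heat shock proteins, with a median of -0.16, need not follow a short disturbance. A response to the 4 kPa gel itself is a candidate explanation that the design does not separate from handling.

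Mitochondrial transcripts had a median log2 fold change of 0.49 for 0.5 against 4 kPa. The tables argue against gene length, since 244 genes of matched length had a median of 0.034. Less complete poly(A) selection of the 0.5 kPa libraries stays open. Histone mRNAs mostly lack poly(A) tails, and the listed ones had a median of 0.024 (SD 0.31 over 11 genes, 7 of them above 0). By edgeR 0 of them were called, and 1 had an unadjusted p under 0.05. Some of the listed histones may carry tails, which was not examined, so their values cannot decide the question. The noncoding RNAs MALAT1 and RN7SL2, which lack the usual tail, had log2 fold changes of 1.10 and 0.97, and that of MALAT1 changed sign with counts summed from transcripts (-4.35). A higher content of mitochondrial RNA in cells on the soft gel may be the source instead and was not tested.

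In 0.5 kPa replicate 3 and 4 kPa replicate 3, 30 stress and inflammatory genes stood above their group means by a median of 0.75 and 0.66 (log2). GDF15, a cytokine induced by stress, was at 98.4 and 106 CPM there and at most 31.6 CPM in the other 7 libraries. The genes are 22 inflammatory genes of a list fixed in advance and 8 targets of the stress factor ATF4 picked after the deviations of these libraries had been seen. The inflammatory genes had medians of 0.51 and 0.51, and the ATF4 targets 0.98 and 0.93. In 25 kPa replicate 2 these medians were 0.12 and 0.36. The Spearman correlation over genes of deviation with length was 0.19 in 0.5 kPa replicate 3 and -0.32 in 4 kPa replicate 3. The opposite signs argue against a length bias shared by these libraries. A length effect within either of them is not excluded. In the other libraries the correlation ran from -0.28 (25 kPa replicate 2) to 0.27 (25 kPa replicate 3). A batch shared by the libraries numbered 3 stays open, since the deviation of -0.18 in 25 kPa replicate 3 is that of a single library, and no biological explanation was tested.

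Other splits of the same libraries were fitted as well. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real counts of called genes and the highest of the other splits were 1092 and 0 for 0.5 against 25 kPa, 335 and 0 for 0.5 against 4 kPa, and 147 and 1 for 4 against 25 kPa by edgeR. At 2-fold they were 191 and 0, 56 and 0, and 18 and 1. Over 100 assignments of the 9 libraries to 3 groups, the count of genes off the midpoint (104, highest other 26) was reached by 1, the real one. The same holds for the number of lists enriched for 2-fold genes (7, highest other 4). Both counts were thus rare among the assignments drawn. Most of these mix gels within a group, so differences between gels widen their spread. A difference that goes with the gels for another reason, such as batch or handling, is not excluded. The number of camera tests passed with the preset correlation (49, highest other 50) was reached by 5 of the 100. Chance is thus not excluded for it. The lowest of the other assignments still passed 15 of these tests. Lists thus pass camera at the preset correlation under other groupings too, and its small p-values alone do not tie a list to the gels.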

How the results depend on the processing

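Alternatives added after seeing the data were leaving out the replicate 3 libraries of 0.5 and 4 kPa together, leaving out mitochondrial genes, and all those of the 4 kPa position, a measure itself added later. For each change below the cause was not tested, except that some settings hold fewer libraries or genes by construction. Total counts of 19609740 to 21033433 per library limit what can be said of low genes such as ABCB1 and ABCB4, which lie below the filter, and a gene that a setting's filter leaves out has no value there. All alternatives planned in advance were run. Over all alternatives, 494 values of the leading results kept their side of the threshold and, where called, their direction, 22 lost a call, 15 gained one and 98 counts or values moved. For single genes and lists these numbers were 7769, 819, 191 and 856, and 9 values called in the main fit changed sign. Log2 fold changes of named genes not called there changed sign too, 9 with transcripts and 1 each without 0.5 kPa replicate 3 and without both replicate 3 libraries, as did the direction of some list tests not called there. Among 115 named genes called for 0.5 against 25 kPa, the block lost 68, limma on unfiltered FPKM 70, transcripts 86, upper-quartile scaling 13, DESeq2 1 and RLE scaling 0. The difference of distances stayed between -0.015 and 0.042 in all alternatives run for it, with an exact permutation p of 0.49 at the lowest. No block was fitted for the distances.

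Values are given for 0.5 against 25 kPa, 0.5 against 4 kPa, 4 against 25 kPa and the midpoint, where they differed by more than 1.5 times. Without a count filter 2-fold genes were 287, 124 and 50, and called genes 684, 479 and 280 in the last 3. With 10 counts in every library, 2-fold genes were 124 in the first. Limma on log2(FPKM + 1) called 708 (49 at 2-fold) in the first, 26 at 2-fold in the second, 48 (6) in the third and 68 off the midpoint. With a pseudocount of 0.1 it called 694 (75), 52 for 4 against 25 kPa and 64. Without a filter it called 267 (33), 134 (25), 30 (9) and 32. Transcript counts summed per gene gave 97 (53), 34 (22), 16 (10) and 22. The 6 libraries alone gave 191 and 41 in the second and the third, DESeq2 389 and 193 in the third and the midpoint, and upper-quartile scaling 97 in the third. Unadjusted p gave 3733 (372), 2239 (174), 2422 (168) and 1822. Without both replicate 3 libraries the counts were 1936, 895 (107), 1119 (76) and 558. Single libraries left out gave 367 to 1966 (112 to 252), 135 to 584 (46 to 90), 25 to 302 (12 to 32) and 37 to 184. The percent of genes with a 4 kPa level nearer 25 kPa was 50.6 at an unadjusted p, 53.5 to 71.7 with single libraries left out, 73.0 with the replicate number as a block, 73.8 with unfiltered FPKM and 79.4 with transcripts.

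Deviations of libraries with the same replicate number correlated at -0.23 to 0.14, and not every library correlated best with its own number, so whether the numbers pair the samples stays open. With the number as a block, edgeR called 215 (88 at 2-fold), 146, 16 and 24 genes in the same order, and ERBB2 had a log2 fold change of 0.41 that did not pass.

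Of the 111 list tests, 0 passed in camera with an estimated correlation and 22 in fry. For 0.5 against 25 kPa, estimated correlations ended the calls of G1 and S phase (adjusted p = 0.667), the YAP targets (0.151), actin (0.232), endocytosis (0.161) and glycolysis (0.557), those of MAPK and TCA (both 0.425), and those of G2 and mitosis, tubulins and the matrix (each 0.537). Fry ended those of G1 and S phase (0.320), G2 and mitosis (0.111), tubulins (0.0777) and glycolysis (0.0892). Without both replicate 3 libraries camera gave 0.0106 for the Hippo components (lower on 0.5 kPa), 0.00383 for oxidative phosphorylation (higher, with 17 genes higher and 1 lower, against 0 and 1 in the main fit) and 0.124 for the matrix (higher). With single libraries left out these lay between 0.00712 and 0.246, 0.00405 and 0.599, and 0.00215 and 0.111. The NF-kB genes, higher on 0.5 kPa by camera (adjusted p = 0.0486), turned to lower without 0.5 kPa replicate 3 (0.954) and without both replicate 3 libraries (0.831), lost their call without 4 kPa replicate 2 (0.051) or 25 kPa replicate 3 (0.303), and had a p of 0.00101 at the lowest. Lists enriched for 2-fold genes numbered 1 at unadjusted p, 11 for genes of any fold, 1 without both replicate 3 libraries and 2 to 7 with single libraries left out.

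ERBB2 did not pass with unfiltered FPKM (log2 fold change 0.48) or transcripts (0.42), and single libraries left out gave 0.40 to 0.49. PIK3R1 passed without a count filter (0.28), without both replicate 3 libraries (0.30) and at unadjusted p (0.29), with 0.21 to 0.37 when single libraries were left out. BIRC3 passed with DESeq2 (0.76), without a filter (0.75), without both replicate 3 libraries (0.37) and at unadjusted p (0.77), with 0.37 to 0.95 when single libraries were left out, and BCL2 at unadjusted p (0.41). Summed transcripts reversed MALAT1 (-4.35) and ANKRD36B (-1.06) for 0.5 against 4 kPa, ZNF681 (0.44) and ESF1 (2.63) for 4 against 25 kPa, and BIRC2 (0.43), FERMT2 (0.00743) and RPL37 (-1.55) for 0.5 against 25 kPa.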

Differences from the paper's values

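Values of the other alternatives here come from settings chosen before the data were examined unless stated. The paper names ERBB2, BCL2, MAP3K5, PIK3R1 and BIRC3 as significantly higher on soft substrates. All 5 had higher means on 0.5 than on 25 kPa, and only ERBB2 passed edgeR's test (adjusted p = 0.016), with none of the 5 at 2-fold, the fold in the paper's stated threshold. The paper does not state whether its p was adjusted. At an unadjusted p under 0.05 from edgeR, BCL2 (0.010), PIK3R1 (0.044) and BIRC3 (0.015) passed as well. MAP3K5 (unadjusted p = 0.086) passed unadjusted only with upper-quartile scaling (0.043), the 6 libraries alone (0.049) and limma on log2(FPKM + 1) (0.046) or log2(FPKM + 0.1) (0.047). With adjustment, DESeq2 called BIRC3 (adjusted p = 0.025), edgeR without a count filter called BIRC3 (0.0042) and PIK3R1 (0.036), and edgeR without 4 kPa replicate 3 called PIK3R1 (0.034). Leaving out both replicate 3 libraries of 0.5 and 4 kPa, which was chosen after seeing the values, called ERBB2, PIK3R1 (0.035) and BIRC3 (0.045) and left 2 of the paper's 5 genes uncalled, BCL2 (0.17) and MAP3K5 (0.21). Settings that did not call ERBB2 were the replicate block (0.19), limma on unfiltered FPKM (0.082), transcript counts (0.16) and the fits without 0.5 kPa replicate 2 (0.080), 25 kPa replicate 2 (0.066) and 25 kPa replicate 4 (0.096). In Fig. 7C the paper shows 6 genes of platinum resistance as higher on soft substrates and 8 as lower. The signs for 0.5 against 25 kPa match for all 14, and those for 0.5 against 4 kPa for all 6 and for 7 of the 8. The paper selected these genes from the same libraries, so this match is not independent of its result.

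Of the pathways that the paper ranks highest among its differentially expressed genes, the lists for endocytosis, the Hippo pathway, focal adhesion and both phases of the cell cycle held 0 genes at an adjusted p under 0.05 and 2-fold in edgeR, and 0 at an unadjusted p and 2-fold. Without any enrichment, 0.42 (Hippo pathway) to 0.82 (endocytosis) genes per list would be expected at the adjusted p, so a 0 is near chance. TGFB3, which Fig. 7C of the paper shows among cell cycle genes and which is not in these lists, reached 2-fold (log2 fold change 1.05, edgeR adjusted p = 0.019), a call lost without 0.5 kPa replicate 1 or 2 or 25 kPa replicate 2, 3 or 4 (adjusted p of 0.060 to 0.085) and in 3 other settings. Without the fold threshold, an adjusted p under 0.05 was reached for 0.5 against 25 kPa by 2 of 62 endocytosis genes, 8 of 32 Hippo components, 4 of 34 genes of focal adhesion, 8 of 48 genes of G2 and mitosis and 3 of 45 of G1 and S phase. With genes of any fold in any comparison, the lists for the Hippo pathway and for G2 and mitosis passed the Fisher exact test (adjusted p = 0.010 and 0.034). Camera with the preset correlation, which uses all genes, called endocytosis and both phases of the cell cycle for 0.5 against 25 kPa, and with an estimated correlation it called none of them (adjusted p = 0.16, 0.67 for G1 and S phase and 0.54 for G2 and mitosis). With the preset correlation it called the Hippo list for 0.5 against 4 kPa (adjusted p = 0.018, and 0.63 with an estimated correlation), and for 0.5 against 25 kPa only without 0.5 kPa replicate 3 (0.00712), 25 kPa replicate 2 (0.0166) or, a setting chosen after seeing the values, both replicate 3 libraries (0.0106). The lists were not those of KEGG, which were not used here, so a count of 0 covers only the genes written in a list. CTGF, a YAP target, and FN1, which integrins bind, reached 2-fold in other lists. The MAPK list holds immediate early genes, phosphatases and other induced genes, and no MAP kinase. The lists for MAPK (11 of 28), the matrix and proteoglycans (5 of 48) and actin (4 of 50) were enriched (Fisher exact test, adjusted p = 1.1e-12, 0.0077 and 0.026). The Fisher exact test treats genes as independent, and camera with an estimated correlation called none of these lists. The paper ranks pathways of these topics high too, whose members may differ. With genes at an unadjusted p and 2-fold only MAPK stayed enriched (matrix 0.14, actin 0.32), as without both replicate 3 libraries (matrix 0.056, actin 0.40). Actin was not enriched without 0.5 kPa replicate 2 (0.063) or 3 (0.52) or 4 kPa replicate 3 (0.068).

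The paper states that many genes of apoptosis were lower on 0.5 kPa. Of 40 genes in the apoptosis panel of Fig. 7C, 23 are shown as low and 17 as high. All 40 had the shown sign in edgeR for 0.5 against 25 kPa (6 called lower, 3 higher). For 0.5 against 4 kPa, 21 of the 23 and all 17 did. The paper selected these genes from the same libraries, so the match in sign is no independent evidence for its statement. The panels with apoptosis and cell cycle genes carry each other's titles in Fig. 7C. In the lists written for this work, 19 of 38 pro-apoptotic genes had a log2 fold change below 0. The paper describes the changes on 4 and 25 kPa as more alike. Clustering and the 58.7% of genes nearer 25 kPa go with this, though that share was 50.6% at an unadjusted p. It was 68.6% for the 191 genes at 2-fold. Of the 33 genes also called off the midpoint, 30 were nearer 25 kPa, but only 6 of the 33 lay between both ends. The distance between 0.5 and 4 kPa was not told apart from that between 4 and 25 kPa (exact permutation test, p = 0.86).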

Other observations

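Enzymes of cholesterol synthesis were lower on 0.5 than on 25 kPa where they passed. SC5D, a late desaturase of the pathway, had a log2 fold change of -0.41 (standard error 0.07, adjusted p = 0.0026 from edgeR's quasi-likelihood test). IDI1, which isomerizes isopentenyl diphosphate, fell by 0.67 on the log2 scale, and the reductase DHCR7 by 0.59. Of 24 genes listed, 0 were higher and 11 lower (1 higher and 15 lower when adjusted over the list alone), with 1 higher and 15 lower at an unadjusted p and 0 and 12 in DESeq2, and camera gave adjusted p = 1.1e-08, and adjusted p = 0.43 with an estimated correlation. In the opposite direction, interferon-stimulated genes were higher on 0.5 kPa where they passed. IFI44L and OAS2, an enzyme that senses double-stranded RNA, rose by 2.11 and 0.95, and IFI27 and SAMD9L by 0.62 and 0.55 in log2. IFI44L and OAS2 had a value in 19 and 21 alternatives, against 23 for IFI27. They lost their calls in 3 and 2 of these, with log2 fold changes of 0.11 and 0.46 at the lowest. Of 34 such genes 6 were higher and 0 lower (8 higher and 1 lower when adjusted over the list alone), with 12 higher and 2 lower at an unadjusted p and 4 and 0 in DESeq2, and camera gave adjusted p = 5.9e-05, and adjusted p = 0.15 with an estimated correlation. Both directions were kept with RLE and upper-quartile scaling and with DESeq2. Transcript counts summed per gene gave no call in either list. Single libraries moved these counts: the lower cholesterol genes were 2 without 25 kPa replicate 4, 5 without 0.5 kPa replicate 3, 6 without 25 kPa replicate 2 or 3, and 7 without 0.5 kPa replicate 2, and the higher interferon-stimulated genes 3 without 0.5 kPa replicate 1 or 25 kPa replicate 4.

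Tubulins, the subunits of microtubules, were lower on 0.5 kPa where they passed: TUBA1C, TUBB2A, TUBB6 and TUBB fell by 0.44, 0.55, 0.38 and 0.33 on the log2 scale, against 25 kPa. Of 14 tubulin genes 4 were lower and 0 higher (0 higher and 8 lower when adjusted over the list alone), with 0 higher at an unadjusted p and in DESeq2, also with RLE or upper-quartile scaling, and camera gave adjusted p = 2.5e-05, and adjusted p = 0.54 with an estimated correlation. The lower tubulins were 2 without 0.5 kPa replicate 2 or 3 or 25 kPa replicate 2, 3 or 4 and 7 without 4 kPa replicate 3. Among 22 mesenchymal markers, COL3A1 (mean of 1.48 ± 0.39 CPM on 0.5 kPa), MMP2 and FN1 were higher and 2 lower, among them the receptor kinase AXL (-0.50) (5 higher and 2 lower when adjusted over the list alone), and camera gave adjusted p = 0.067, and adjusted p = 0.34 with an estimated correlation. Camera called them without 0.5 kPa replicate 3 (0.0449) or 25 kPa replicate 3 (0.0487). The higher ones were 5 without 0.5 kPa replicate 3 or 4 kPa replicate 3. Of 27 epithelial markers KRT7 and the plakophilin PKP3 (-0.34) were lower (0 higher and 3 lower when adjusted over the list alone), camera gave adjusted p = 0.48, and adjusted p = 0.76 with an estimated correlation, and the lower ones were 1 without 0.5 kPa replicate 2 or 3, 4 kPa replicate 2 or 25 kPa replicate 2, 3 or 4. A list of TGF-beta targets had 4 genes higher and 3 lower of 24 (6 higher and 3 lower when adjusted over the list alone). LTBP3, TGFB3, TGFBR2 and ID2 rose by 0.69, 1.05, 0.33 and 0.43, and CTGF and TGFB2 were among those that fell. The higher ones were 1 without 0.5 kPa replicate 1 or 2 or 25 kPa replicate 2 or 4 and 2 without 25 kPa replicate 3. The list passed camera as higher on 4 than on 25 kPa (adjusted p = 2.1e-04, and adjusted p = 0.15 with an estimated correlation), and as lower on 0.5 than on 4 kPa (adjusted p = 0.027, and adjusted p = 0.23 with an estimated correlation).

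For some genes the paper reports the protein, and the values here are of mRNA. The mRNA of vimentin (VIM) had a log2 fold change of -0.20 (standard error 0.10) for 0.5 against 25 kPa, that of E-cadherin (CDH1) 0.11 (standard error 0.13) and that of beta-catenin (CTNNB1) -0.18 (standard error 0.07). These had adjusted p = 0.23, 0.67 and 0.17 in edgeR. YAP1 had 0.11 (standard error 0.07) and paxillin (PXN) -0.20 (standard error 0.06), with adjusted p = 0.43 and 0.072 in edgeR. The alpha-tubulin genes TUBA1A, TUBA1B and TUBA4A had -0.34 (standard error 0.10), -0.23 (standard error 0.13) and -0.62 (standard error 0.17), with adjusted p = 0.070, 0.32 and 0.057 in edgeR. Without 4 kPa replicate 3, PXN, TUBA1A and TUBA4A passed (edgeR adjusted p = 0.039, 0.030 and 0.034), as they did in DESeq2 (adjusted p = 0.022, 0.029 and 0.0029), and TUBA1B passed in no alternative. With counts summed from transcripts CTNNB1, PXN and TUBA4A changed sign (log2 fold changes 0.10, 1.39 and 0.0588), as CDH1 did without 0.5 kPa replicate 3 (-0.0455). ABCB1 had 1 count on 0.5 kPa, 5 on 4 kPa and 6 on 25 kPa over 3 libraries each, and ABCB4 had 3, 3 and 2, with at most 3 counts in any library, the number that a count of 0 allows, so a difference in their mRNA was not detectable at this depth. Of 9 tested drug efflux transporters, ABCC3 rose by 0.52 on the log2 scale (edgeR adjusted p = 4.6e-04), and the list had 2 higher and 1 lower when adjusted over the list alone. For this list camera gave adjusted p = 0.074, and adjusted p = 0.63 with an estimated correlation, and it called the list without 25 kPa replicate 3 (0.0262).

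The endothelial markers that passed were at low levels. Of 6 tested endothelial markers, PECAM1 was higher on 0.5 kPa (1.42 ± 0.53 CPM on 0.5 kPa and 0.448 ± 0.039 CPM on 25 kPa) and VWF lower (0.180 ± 0.10 CPM on 0.5 kPa and 0.596 ± 0.12 CPM on 25 kPa). PECAM1 was called in all but 2 fits with a library left out (0.5 kPa replicate 2, 25 kPa replicate 4), and VWF lost its call without 0.5 kPa replicate 2 or 3, 4 kPa replicate 1 or 2 or 25 kPa replicate 3, and was left out by the filter without 25 kPa replicate 2 or 4. The endothelial list had, in camera, adjusted p = 0.81, and adjusted p = 0.92 with an estimated correlation. Of 9 fibroblast and adipocyte markers, COL3A1 and LUM (0.41) were higher and PDGFRB (-1.66) lower, and the higher ones were 1 without 0.5 kPa replicate 1 or 2, 4 kPa replicate 1 or 2 or 25 kPa replicate 2, 3 or 4. No leukocyte marker listed had enough counts to be tested. Targets of the oxidative stress factor NRF2 had 1 gene higher, GCLC (0.30), and 3 lower, among them ME1 and PRDX1 (-0.28 and -0.32), of 23 (1 higher and 8 lower when adjusted over the list alone), with camera at adjusted p = 0.045, and adjusted p = 0.56 with an estimated correlation. The camera call was lost without 0.5 kPa replicate 3 (0.125), 4 kPa replicate 1 (0.051) or 2 (0.051) or 25 kPa replicate 2 (0.137). GCLC was not called without 0.5 kPa replicate 1, 2 or 3 or 25 kPa replicate 2, 3 or 4, and the lower NRF2 targets were 0 without 0.5 kPa replicate 2 or 25 kPa replicate 3 or 4, 1 without 25 kPa replicate 2, and 8 without 4 kPa replicate 3.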
